# The stem cell-associated transcription co-factor, ZNF521, interacts with GLI1 and GLI2 and enhances the activity of the *Sonic hedgehog* pathway

**DOI:** 10.1038/s41419-019-1946-x

**Published:** 2019-09-26

**Authors:** Stefania Scicchitano, Marco Giordano, Valeria Lucchino, Ylenia Montalcini, Emanuela Chiarella, Annamaria Aloisio, Bruna Codispoti, Pietro Zoppoli, Valentina Melocchi, Fabrizio Bianchi, Enrico De Smaele, Maria Mesuraca, Giovanni Morrone, Heather M. Bond

**Keywords:** Biochemistry, Transcription factors

## Abstract

ZNF521 is a transcription co-factor with recognized regulatory functions in haematopoietic, osteo-adipogenic and neural progenitor cells. Among its diverse activities, ZNF521 has been implicated in the regulation of medulloblastoma (MB) cells, where the Hedgehog (*HH*) pathway, has a key role in the development of normal cerebellum and of a substantial fraction of MBs. Here a functional cross-talk is shown for ZNF521 with the *HH* pathway, where it interacts with GLI1 and GLI2, the major HH transcriptional effectors and enhances the activity of *HH* signalling. In particular, ZNF521 cooperates with GLI1 and GLI2 in the transcriptional activation of GLI (glioma-associated transcription factor)-responsive promoters. This synergism is dependent on the presence of the N-terminal, NuRD-binding motif in ZNF521, and is sensitive to HDAC (histone deacetylase) and GLI inhibitors. Taken together, these results highlight the role of ZNF521, and its interaction with the NuRD complex, in determining the *HH* response at the level of transcription. This may be of particular relevance in HH-driven diseases, especially regarding the MBs belonging to the *SHH* (sonic HH) subgroup where a high expression of ZNF521 is correlated with that of *HH* pathway components.

## Introduction

The Hedgehog (*HH*) pathway is a master regulator of developmental processes whose dysregulation has been linked to a variety of cancers, including those arising from the cerebellum, skin, pancreas, prostate and lung^1,2^. This pathway is activated by the binding of HH ligands to the 12-transmembrane domain protein Patched1 (*PTCH1*), which relieves the repression of smoothened (SMO) and induces its migration to the primary cilium. This results in the dissociation of the suppressor of fused (SUFU)-glioma-associated transcription factor (GLI) complex, allowing the GLI proteins to migrate into the nucleus and act on transcriptional targets, which control cell growth, survival and differentiation^3–6^.

The GLI factors (GLI1, GLI2 and GLI3) represent the major transcriptional effectors of *HH* signalling. These proteins share conserved homology of their zinc finger domains and bind to a consensus motif (GACCACCCA) in the promoters of target genes^7^. It is generally considered that GLI1 acts exclusively as an activator (GLI1A), while GLI2 and GLI3 can act either as activators (GLI2A, GLI3A) or repressors (GLI2R, GLI3R). The combination of activating and repressive forms of the GLI proteins, which act in concert with different signalling pathways in addition to that of *HH*, has led to the concept of a “*GLI* code”, where multiple integrated signals contribute to the control of cell fate^3,8^.

A considerable wealth of information has been accumulated on the activity of the *SHH* (sonic HH) pathway and of the GLI factors, and on their interactions with other intracellular signalling networks. These data are derived from a variety of cases where the imbalance of one pathway will perturb other signalling mechanisms, thus modulating the control of cellular functions. These include, for example, the RAS-MEK-AKT cascade, the *EGF* pathway, signalling by TGFB-SMADS and the *WNT* pathway^1–3^.

The *SHH* pathway is a central regulator of cerebellar development and its dysregulation has been implicated in the generation of a substantial fraction of the cerebellar medulloblastomas (MBs), which have been classified in four different molecular subgroups, *WNT*, *SHH*, group 3 and group 4^9,10^. The *SHH* group, characterized by inappropriate expression or aberration of *SHH* pathway genes, originates from committed granule neuron precursor cells (GNPCs) of the external granular layer of the cerebellum^11^. In normal physiology, the SHH signal produced by the adjacent Purkinje cells promotes GNPC proliferation and prevents differentiation; once the stimulus is terminated, cells exit the cell cycle and differentiate^12–14^. SHH inhibitors are considered promising agents for the development of targeted therapeutic strategies in MBs belonging to the *SHH* subgroup^15–20^.

The present study has been focussed on ZNF521 (also known as EHZF or Evi3)^21,22^, a 30 zinc finger transcription co-factor, an important regulator of the homeostasis of the immature hematopoietic cells^23–27^. ZNF521/Zfp521 has also been implicated in the control of neural development^28–32^, adipocyte differentiation^33–35^, maintenance of chondrocyte identity^36^ and bone formation^37,38^. Importantly, ZNF521 is highly expressed in the external granule layer of the cerebellum, where the GNPCs considered the cells-of-origin of MBs of the *SHH* subgroup are located^23^. Consistently, ZNF521 is particularly abundant in the *SHH* subtype of MB and has been shown to play a critical regulatory role in MB cells^39^.

These features prompted us to investigate if a functional cross-talk exists between ZNF521 and the *SHH* pathway. Our data, illustrated here, delineate a direct interaction of ZNF521 with the GLI1 and GLI2 transcription factors, which enhances the transcriptional activation of GLI target promoters through a mechanism that requires the presence of the N-terminal motif of ZNF521 and the recruitment of the nucleosome remodelling and HDAC (NuRD) complex.

## Results

### Correlation between the expression of ZNF521 and SHH target genes in MB

A set of 736 MB cases (R2 analysis platform, public database Tumour Medulloblastoma - Cavalli - 763 - rma_sketch - hugene11t^40^) was analysed for the expression of *ZNF521* in the different subgroups, where highest expression was found associated with the *SHH* subgroup, followed by the *WNT* subgroup and then group 4, with lowest expression in group 3 (Fig. S1A).

In addition, an analysis was carried out to establish whether a correlation exists between the expression of *ZNF521* and that of individual components of the *SHH* pathway, including *GLI1*, *GLI2* and *PTCH1*. To this end, the messenger RNA (mRNA) levels of *GLI1*, *GLI2* and *PTCH1* were plotted against those of *ZNF521*. The scatter profile XY plot shows that the expression of *GLI1*, *GLI2* and *PTCH1* is particularly associated with the presence of high amounts of *ZNF521* transcript (Fig. 1a). There is an overall positive correlation (Fig. S1B) among *ZNF521* and the 763 clinical cases expressing *GLI1*, *GLI2* and *PTCH1*. However, when individual groups are considered, a negative correlation emerges (Fig. S1C). It is interesting to note that high expression of *ZNF521*, although found predominantly in cases of MB with expression of the *SHH* pathway, is also high in *WNT* cases (Fig. 1a, Fig. S1D). The *WNT* genes were also tested for a direct correlation with *ZNF521* in the MB cases and it was found that only *WNT5A* and *LEF1* had a significant correlation, whereas no association was found with other *WNT* genes (Fig. S3).

**Fig. 1:**
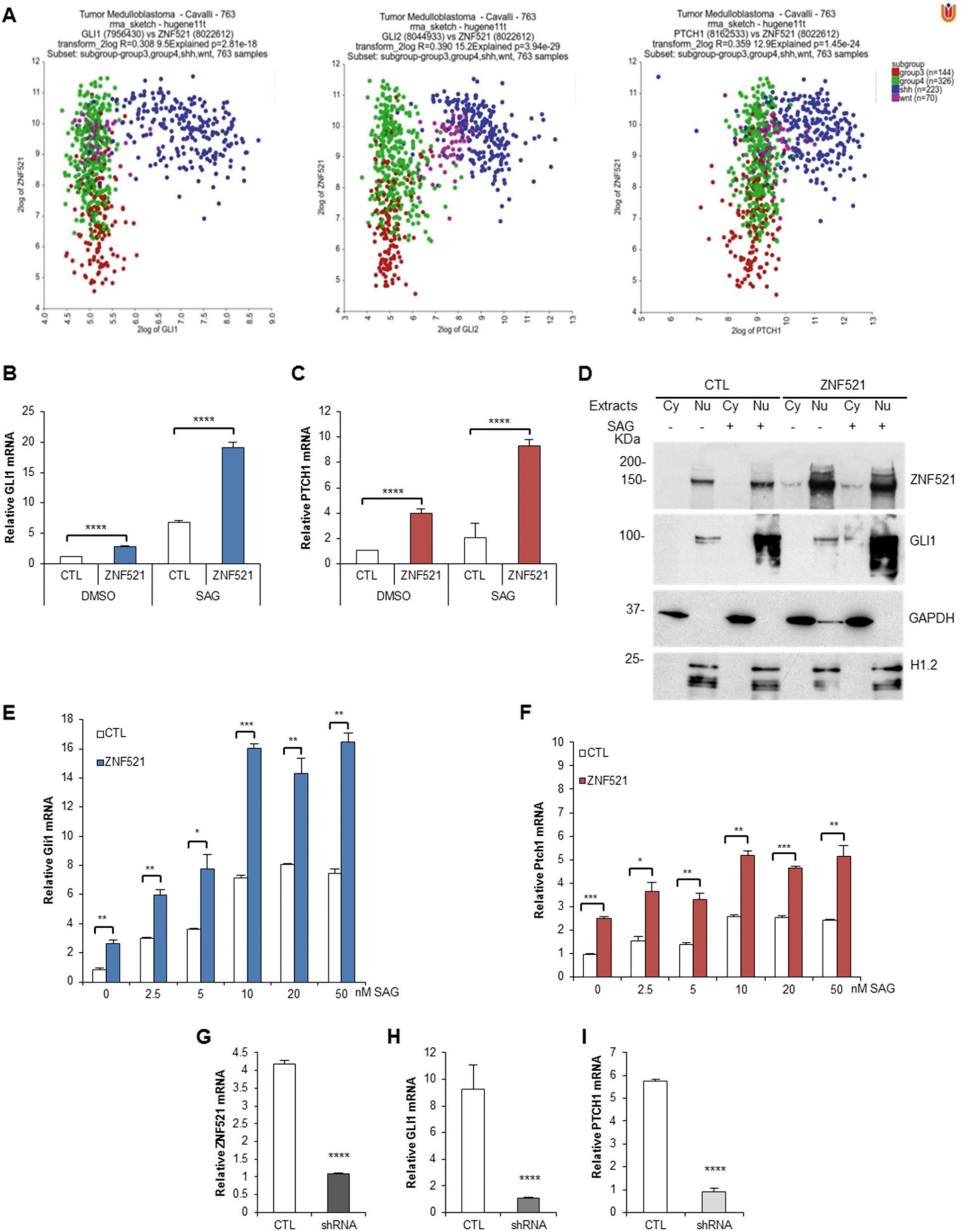
ZNF521 expression is associated with the SHH subgroup of MBs and promotes the activation of SHH pathway. **a** Association of ZNF521 with *SHH* pathway genes in subgroups of MBs. Co-expression (2 log XY plots) of *ZNF521* (8022612 reporter probe) associated with either *GLI1* (7956430 reporter probe), *GLI2* (8044933 reporter probe) or *PTCH1* (8162533 reporter probe). The different MB subgroups are indicated as WNT (pink dots), SHH (blue dots), group 3 (red dots) and group 4 (green dots). **b–h** Enforced overexpression of ZNF521 activates the *SHH* pathway. DAOY cells transduced with either *ZNF521* or FUIGW control vector (CTL) were stimulated with 200 nM SAG, the *SHH* agonist, for 48 h or without (DMSO). RT-qPCR analysis shows the increase in *GLI1* (**b**) and *PTCH1* (**c**) mRNA with *ZNF521* transduction and an additional increase with SAG. **d** These cells once transduced with *ZNF521* showed an increase in GLI1 protein predominantly in the nucleus, which was overexpressed when the cells are treated with 200 nM SAG. The cytosolic (Cy) and nuclear (Nu) extracts were controlled by the enrichment of GAPDH and histone H1.2, respectively. NIH3T3 transduced with *ZNF521* and incubated for 48 h with 0–50 nM SAG were analysed by RT-qPCR for *Gli1* (**e**) and *Ptch1* (**d**) mRNA. UW228 MB cells were silenced for ZNF521 using a lentiviral shRNA vector and analysed for *ZNF521* (**g**), *GLI1* (**h**) and *PTCH1* (**i**) mRNA expression by RT-qPCR. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

### Enforced overexpression of ZNF521 stimulates the expression of SHH target genes and phenocopies SHH signalling

In the light of the abundance of *ZNF521* mRNA in *SHH* MB and the association between its expression and that of *SHH* pathway mediators, depicted in Fig. 1 and Fig. S1, we sought to further characterize the possible existence of a cooperative cross-talk between ZNF521 and SHH signalling. As shown in Fig. 1b, c, lentiviral-mediated enforced expression of ZNF521 in DAOY cells enhanced by approximately two-fold the expression of the HH target genes, *GLI1* and *PTCH1*. Moreover, the presence of ZNF521 reinforced the *GLI1* and *PTCH1* up-regulation upon treatment with the SMO agonist, SAG^41^. Additional analyses of cytoplasmic and nuclear extracts confirmed that ZNF521 induced a small increase of nuclear GLI1 protein, which is enhanced once stimulated with SAG (Fig. 1d). The same trend was also observed in NIH3T3 cells in which *ZNF521*-overexpressing cells displayed *Gli1* and *Ptch1* mRNA up-regulation, which became more prominent upon SAG treatment in a dose-dependent manner (Fig. 1e, f).

The UW228 MB cell line was used to test for the role of endogenous ZNF521 in the *SHH* pathway. These cells express high amounts of ZNF521 and it was previously shown that once ZNF521 was silenced by lentiviral transduction of short hairpin RNA (shRNA), they displayed reduced growth, colony formation and migration^39^. Here it is found that once endogenous ZNF521 was silenced there was a marked decrease in both of the *SHH* pathway targets, *GLI1* and *PTCH1* mRNA (Fig. 1g–i).

We next analysed how ZNF521 modulate *HH* signalling and the overall transcriptome of DAOY cells. 

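The transcriptome of DAOY cells, a line derived from a human medulloblastoma, was read in 4 libraries, 1 for each condition and with no replicate. Cells were controls (CTL) or carried the ZNF521 vector, and cells of each kind were treated with the vehicle DMSO or with SAG, an agonist that activates the SHH pathway through SMO. The legend of Fig. 1 gives the controls a control vector while the deposited description calls them WT, so that which control was sequenced is not settled, and with WT controls the ZNF521 comparison also holds the effect of transduction. The paper's methods give 48 h of SAG after 24 h of starvation and a range of 2.5 to 200 nM, and the paper's text does not name the dose of the sequenced cells. The methods describe strand-specific libraries as both enriched for poly-A and depleted of ribosomal RNA, and the authors aligned paired 50 nt reads to hg38 and counted them per gene with STAR. Total counts were 13468912 in CTL cells with DMSO, 12294833 in CTL cells with SAG, 13366535 in ZNF521 cells with DMSO and 16314685 in ZNF521 cells with SAG. The raw table holds 20363 genes, of which the 14970 with at least 10 counts in at least 2 libraries were tested. Each factor was tested by edgeR's quasi-likelihood F-test on TMM-normalized counts with the other factor as block, so that ZNF521 was compared within each treatment and SAG within each kind of cells. This leaves 1 residual degree of freedom, and the spread of a gene is moderated across genes. Standard errors come from this fit, and exact 95% intervals of the ratio of 2 libraries (Clopper-Pearson) cover counting error only. The CTL library with DMSO stood apart from the rest. Over the 9169 genes with a mean normalized count of at least 200, the SD of its log2 deviations from each gene's mean was 0.273, against 0.142 in CTL cells with SAG, 0.126 in ZNF521 cells with DMSO and 0.140 in ZNF521 cells with SAG.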

Gene expression profile analysis by RNA-sequencing (RNA-Seq) of DAOY cells revealed that the ectopic expression of ZNF521 modulates a total of 934 genes (*p* ≤ 0.05) with respect to control cells (Fig. 2a; Supplementary Table 1). On the other hand, by treating DAOY cells with SAG, a total of 892 genes (*p* ≤ 0.05) resulted significantly modulated when the SHH signalling is activated, regardless of the presence of ZNF521 with respect to the control treatment group (Fig. 2b; Supp. Table 2). 

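ZNF521 mRNA, the transcript that the vector encodes, rose 2.77-fold in ZNF521 cells and was the 1 gene past an adjusted p of 0.05, while no gene fell. Its normalized count was 713.7 in CTL cells with DMSO, 751.1 in CTL cells with SAG, 2013 in ZNF521 cells with DMSO and 2072 in ZNF521 cells with SAG. This is a log2 fold change of 1.47 (standard error 0.148, adjusted p = 0.00357 from edgeR's quasi-likelihood test). ZNF521 lies on the minus strand of chromosome 18 of hg38, from 25061924 to 25352190. PCK1, the cytosolic enzyme of gluconeogenesis, was next, with a log2 fold change of 2.02 (standard error 0.290, adjusted p = 0.0815 from edgeR). TSPAN1, a tetraspanin of the cell membrane, followed at 1.11 (standard error 0.171, adjusted p = 0.110 from edgeR). Other genes of small unadjusted p that were higher in both treatments were NR0B1, an orphan nuclear receptor that represses transcription (1.21), GUCY1A2, a subunit of the soluble guanylate cyclase (0.83), PCSK1, a protease that processes prohormones (0.77), and KCNK10, a potassium channel (0.64). HSH2D, an adaptor protein, was at 1.07, ESF1, a nucleolar protein of ribosome synthesis, at 0.83 and HIST1H2BG, an H2B histone, at 0.71. Among genes that were lower, several build the extracellular matrix. THBS2, a thrombospondin, had a log2 fold change of -1.16, LOXL1, which cross-links elastin, -0.90, and ADAMTS2, which trims procollagen, -0.86 (adjusted p of 0.178, 0.178 and 0.368 from edgeR). The receptors ACVR1 (-1.01), IL2RB (-0.996), ADRB1 (-0.82), PDGFRB (-0.79) and EPHB6 (-0.79) were lower as well. So were RP1, a microtubule protein of photoreceptors (-1.02), and HR, a nuclear co-repressor (-0.87). None of these passed the adjusted threshold. The adjusted p from edgeR was 0.178 for RP1, 0.368 for HR, 0.381 for ACVR1 and 0.406 for the other receptors. In all, 354 genes were higher and 466 lower at an unadjusted p of at most 0.05, a total of 820 where 748.5 of the 14970 tested are expected by chance. The study's own kind of test, a paired t statistic with a random variance model on log2 normalized counts set to at least 1, was rebuilt on the 6511 genes that pass its 1.5-fold filter. It gave 330 genes at an unadjusted p under 0.05, 122 higher and 208 lower, and 934 when the prior on the variances was fitted over all genes, a choice made after the values were seen. With the vector as the only factor and 1 library left out, the number of genes past the adjusted threshold varied widely. Such fits leave 1 kind of cells with a single library and unbalance the treatments. Without either ZNF521 library the call of ZNF521 was lost. The remaining ZNF521 library still stood at 2072 or 2013 against 713.7 and 751.1 in the CTL libraries.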

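GLI1, the transcription factor at the end of the SHH pathway and itself a target of it, rose 5.44-fold with SAG, a log2 fold change of 2.44 (standard error 0.222, adjusted p = 0.00054 from edgeR). HHIP, a membrane protein that binds Hedgehog ligands and restrains the pathway, rose by a log2 fold change of 3.09 (standard error 0.371, adjusted p = 0.00613 from edgeR). The other genes past the adjusted threshold all rose. They were MYOCD, a co-activator of smooth muscle genes (2.98, standard error 0.322), PI15, a secreted protein of the cysteine-rich family (2.19, standard error 0.174), NPR3, the clearance receptor for natriuretic peptides (1.30, standard error 0.168), and SLC8A3, a sodium/calcium exchanger (1.19, standard error 0.163). GLI1 lies on chromosome 12 of hg38 from 57459785 to 57472268, and HHIP on chromosome 4 from 144646156 to 144745271. PTCH1, the receptor and feedback inhibitor of the pathway (chromosome 9, 95442980 to 95517057), had a log2 fold change of 0.55 (standard error 0.194, adjusted p = 0.391 from edgeR). Of 29 known Hedgehog target genes, 2 passed over all genes tested and 4 when adjusted over the list alone, which added CDK6, a kinase of the G1 phase (0.65), and SPP1, the matrix protein osteopontin (0.84). In this list 17 genes were higher and 12 lower, with a median log2 fold change of 0.02 (adjusted p = 0.00722 from camera, adjusted p = 0.884 with an estimated correlation). With so few libraries the correlation is poorly estimated, and this setting hardly detected a changed list in simulated data. Its value of 0.884, here and below, thus decides nothing. Values of GLI1, HHIP and MYOCD had been seen in the paper's tables before the lists were written. Further genes that were higher in both kinds of cells, at a small unadjusted p, were PDGFRA (1.42), a growth factor receptor, SCN9A (1.06), a sodium channel, LIPG (0.95), a lipase, ITIH5 (0.94), a hyaluronan-binding protein, MGLL (0.85), a lipase of monoacylglycerols, and LRRC17 (0.75). Lower genes were DUOX1 (-1.01), an oxidase, LAMA5 (-0.86), a laminin chain, HES4 (-0.82), DMPK (-0.82), a kinase, CSPG4 (-0.80), a proteoglycan, C3 (-0.75), a complement protein, FAM171A2 (-0.75), MAMDC4 (-0.65), GAS1 (-0.64), an SHH co-receptor, and IGFBP3 (-0.60), which binds insulin-like growth factors. In all, 930 genes were higher and 767 lower at an unadjusted p of at most 0.05, 1697 where 748.5 are expected by chance. SAG also went with the GC content of transcripts in both kinds of cells. In the fifth of genes of lowest GC content, ZNF521 cells had a median log2 deviation of 0.00085 with DMSO and 0.141 with SAG. In the fifth of highest it was 0.0494 and -0.117. In CTL cells these medians were -0.280 and 0.141, and 0.149 and -0.0792. Single genes and these counts were not corrected for GC content. The rebuilt paired test gave 357 genes, 131 higher and 226 lower, and 892 with the prior over all genes. Without the block no gene passed the adjusted threshold, and with SAG as the only factor the count was 67 without the CTL library with DMSO, 4 without the CTL library with SAG, 4584 without the ZNF521 library with DMSO and 3 without the ZNF521 library with SAG. NPR3 and SLC8A3 no longer passed without the CTL library with SAG nor without the ZNF521 library with SAG. Without the latter HHIP did not pass either, and GLI1, PI15 and MYOCD did. Normalized counts of NPR3 were 207.1 and 166.7 in the DMSO libraries of CTL and ZNF521 cells and 491.7 and 427.7 in their SAG libraries. Those of SLC8A3 were 265.4 and 295.3 with DMSO and 568.4 and 716.3 with SAG. For both genes each SAG library by itself was thus above both DMSO libraries. The call of the Hedgehog target list ended without the ZNF521 library with DMSO (adjusted p = 0.493 from camera) and over genes with a mean count of at least 50 (adjusted p = 0.118 from camera).

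**Figure D1:**
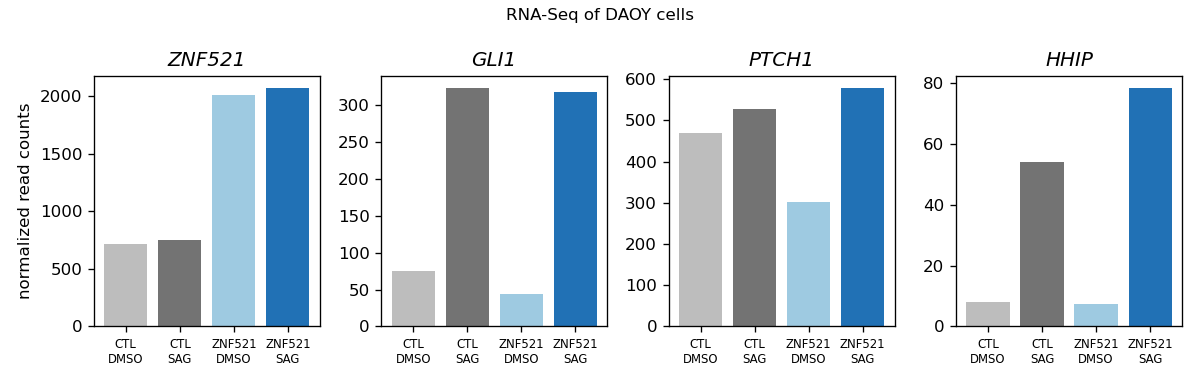
Normalized read counts of ZNF521, GLI1, PTCH1 and HHIP in the 4 DAOY libraries, 1 bar per library and no replicates. GLI1 stood at 75.4 and 44.2 in the DMSO libraries of CTL and ZNF521 cells and at 323.7 and 318.1 in their SAG libraries.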

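Genes that were lower with ZNF521 tended to be lower with SAG too. COL1A1, a chain of type I collagen, had a log2 fold change of -0.76 for ZNF521 and -0.84 for SAG, and its normalized count was 15912 in CTL cells with DMSO against 4913, 5241 and 5316 in CTL cells with SAG, ZNF521 cells with DMSO and ZNF521 cells with SAG. LOXL1 (-0.90 and -0.51) and GAS1 (-0.58 and -0.64) were lower in both comparisons, and SPP1 (0.80 and 0.84) was higher in both. For GLI3, the GLI factor that acts mainly as a repressor (-0.57 and -0.50), as for COL1A1, the CTL library with DMSO carries both values: GLI3 stood at 1349 there and at 653, 625 and 652 in the other libraries in the same order, and its log2 fold change for SAG turned to 0.0567 without that library. PCK1 went opposite ways, at 2.02 for ZNF521 and -0.97 for SAG. At an unadjusted p of at most 0.05 from edgeR, 261 genes were shared by the ZNF521 and the SAG comparison, where 93.0 are expected from the sizes of the 2 sets (exact hypergeometric test, p = 9.20e-60). Of these, 154 were lower in both, 91 higher in both, 9 higher with ZNF521 and lower with SAG, and 7 the reverse. The 2 comparisons use the same 4 libraries, share one residual and take CTL cells with DMSO as their common reference. In 100 sets of simulated counts with no effect of either factor, a median of 725 and 723.5 genes were called. The median overlap was 35 genes (21 to 61), and 43.3% of them went the same way against 93.9% in the data. A deviation of the CTL library with DMSO alone would move genes the same way in both comparisons. These draws thus do not separate it from a common direction of ZNF521 and SAG. In the rebuilt paired test, 24 genes were shared where 18.1 are expected (exact hypergeometric test, p = 0.0934). In 100 draws with no effect at most 13 genes were shared for Poisson and 18 for negative binomial counts, from a median of 199 and 192.5 or of 223.5 and 245 genes called. Relative to the expected number, a measure chosen after the result was seen, the overlap was 1.33, which 1 of 100 Poisson and 7 of 100 negative binomial draws reached. With the prior over all genes, chosen after the values were seen, the paper's own 234 genes were shared where 128 are expected (exact hypergeometric test, p = 2.75e-24). That ratio, 1.83, was reached by 100 of 100 Poisson and 0 of 100 negative binomial draws. Under other settings the overlap of 261 genes was 7 without the blocks, 34 by DESeq2, 476 by limma-trend and 524 with no filter on low counts.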

Interestingly, we found 234 genes (*p* = 2.3e^−24^) overlapping between the 934 and 892 gene sets (Fig. 2c; Supplementary Table 3). Strikingly, when we analysed the overrepresentation of canonical pathways among these sets of genes (i.e. the 934, the 892, and the 234), we found that the top-scoring pathways in terms of significance (false discovery rate (FDR) *q* value ≤ 0.05) were related to SHH mechanisms, such as extracellular matrix remodelling, G protein-coupled receptor signalling and downstream signalling (Fig. 2d–f). 

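Genes of the core matrix, the collagens, laminins, proteoglycans and glycoproteins of the extracellular scaffold, were lower with ZNF521. Of 141 tested, 98 were lower and 43 higher, with a median log2 fold change of -0.21 (adjusted p = 8.20e-07 from camera, adjusted p = 0.884 with an estimated correlation). At an unadjusted p of at most 0.05, 25 were lower and 6 higher, among them THBS1 (-0.75), MFAP4, a glycoprotein of elastic fibres (-0.69), and BGN, the proteoglycan biglycan (-0.86). With SAG, 111 of the 141 were lower, with the same median of -0.21 (adjusted p = 9.55e-08 from camera, adjusted p = 0.884 with an estimated correlation), including LAMA5, AGRN, the proteoglycan agrin (-0.68), and COL18A1, a basement membrane collagen (-0.69). Matrix regulators, which are proteases, their inhibitors and cross-linking enzymes, had medians of -0.10 for ZNF521 and -0.13 for SAG (adjusted p of 0.0218 and 0.0294 from camera, adjusted p = 0.884 for each with an estimated correlation). Of 168 tested genes matched as G protein-coupled receptors, 102 were lower with ZNF521 and 108 with SAG (medians -0.12 and -0.12, adjusted p of 0.0189 and 0.0294 from camera, adjusted p = 0.884 for each with an estimated correlation). The receptors of smallest p were ADRB1, the beta-1 adrenergic receptor, ADGRF5 (-1.44), LGR6 (-1.39) and HTR7, a serotonin receptor (-0.63), for ZNF521, and DRD1, a dopamine receptor (2.74), for SAG. NPR3 matched the symbol pattern of this family although it is not coupled to G proteins in the manner of its other members. Core matrix genes made up 31 of the 820 genes at an unadjusted p of at most 0.05 for ZNF521 where 7.72 are expected (odds ratio 5.01, adjusted p = 4.32e-10 from Fisher's exact test, two-sided), 33 of 1697 for SAG where 16.0 are expected (odds ratio 2.42, adjusted p = 0.000448 from the same exact test) and 12 of the 261 shared genes where 2.46 are expected (odds ratio 5.45, adjusted p = 9.32e-05 from the same exact test). Receptors coupled to G proteins made up 22 of the 820 where 9.20 are expected (adjusted p = 0.00141 from Fisher's exact test), a call that ended against all genes with any count (odds ratio 1.62, adjusted p = 0.0733 from Fisher's exact test), and 19 of the 1697 where 19.0 are expected. Secreted factors made up 21 of the 820 where 9.26 are expected (adjusted p = 0.00266 from Fisher's exact test). Of 42 such tests 7 passed, none of the 21 on the paper's own tables when set against the 6511 genes that pass the fold filter, and 10 of these 21 when set against all genes with any count. In the paper's own ZNF521 table, for example, 58 genes belong to the matrix families where 42.5 of the fold-filtered genes are expected (odds ratio 1.49, adjusted p = 0.0534 from Fisher's exact test). The matrix genes move with the CTL library with DMSO. Between ZNF521 and CTL cells the median log2 ratio of the 141 core matrix genes was -0.39 in DMSO and 0.02 in SAG, and without that library the adjusted p from camera was 0.45 for ZNF521, with the direction turned, and 0.385 for SAG, while for the receptors it was 0.853 and 0.697 and for the matrix regulators 0.899 and 0.658. Without the ZNF521 library with SAG it was 0.159 and 0.101 for the receptors and 0.169 and 0.12 for the regulators. With no filter on low counts the regulators were at 0.297 and 0.115, and the call of the receptors for SAG ended with no such filter (0.0556), over genes with a mean count of at least 50 (0.132) and by DESeq2 (0.0682). Against random lists matched on GC content as well as expression, the median of the receptors lay at percentile 1.89 for ZNF521 in DMSO and 62.5 in SAG, and at 23.2 for SAG in CTL cells and 41.3 in ZNF521 cells. The paper describes the pathways that scored highest among its sets of genes as related to SHH mechanisms. It names remodelling of the matrix and signalling through G protein-coupled receptors among them.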

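GLI1 and PTCH1 were lower in ZNF521 cells than in CTL cells with DMSO and did not differ beyond counting error with SAG. The ratio of GLI1 in ZNF521 over CTL cells was 0.587 (exact 95% interval 0.394 to 0.865) in DMSO and 0.983 (0.841 to 1.15) in SAG, and that of PTCH1 was 0.644 (0.554 to 0.747) and 1.10 (0.976 to 1.24). HHIP stood at 0.896 (0.277 to 2.83) in DMSO and 1.45 (1.01 to 2.10) in SAG. Over both treatments the log2 fold change for ZNF521 was -0.30 for GLI1 (standard error 0.215, adjusted p = 0.967 from edgeR) and -0.25 for PTCH1 (standard error 0.194, adjusted p = 0.968 from edgeR). SHH, the ligand, was at -1.69 (standard error 0.523, adjusted p = 0.778 from edgeR), at normalized counts of 19.1 and 14.7 in CTL cells and 6.17 and 4.22 in ZNF521 cells. GLI2, the main activator of the GLI family, was at -0.33, SMO, the signal transducer, at -0.20, and SUFU, which holds the GLI factors in the cytosol, at -0.40. Of 33 genes that encode components of the Hedgehog pathway, 23 were lower and 10 higher with ZNF521, with a median of -0.14 (adjusted p = 0.00996 from camera, adjusted p = 0.884 with an estimated correlation), and none passed by itself, neither over all genes nor adjusted over the list alone. Of 29 Hedgehog target genes, 18 were lower and 11 higher (median -0.11, adjusted p = 0.373 from camera), and none passed either way. With SAG, the 33 components had 2 genes past the adjusted threshold, GLI1 and HHIP, and 14 higher against 19 lower (median -0.14, mean 0.06, adjusted p = 0.806 from camera). SAG multiplied GLI1 by 4.29 (exact 95% interval 3.32 to 5.61) in CTL cells and by 7.19 (5.23 to 10.1) in ZNF521 cells, PTCH1 by 1.12 (0.987 to 1.28) and 1.92 (1.67 to 2.21), and HHIP by 6.73 (3.16 to 16.5) and 10.9 (5.08 to 27.8). The intervals of the 2 kinds of cells overlap for GLI1 and HHIP and not for PTCH1. An overlap of separate intervals does not test the difference, so that it does not show an equal response. The log2 effect of SAG was larger in ZNF521 cells by 0.74 for GLI1, 0.77 for PTCH1 and 0.69 for HHIP. With 1 library per condition, these differences could not be tested against replicates. Over the 29 target genes their median was 0.21, at percentile 99.2 of 10000 random lists of like expression and 97.1 of lists also matched on GC content. Over the 33 components it was 0.33, above the random lists. The components, too, move with the CTL library with DMSO: their median for ZNF521 was -0.25 in DMSO (percentile 0.02) and 0.02 in SAG (percentile 73.3), and the adjusted p from camera was 0.37 without that library and 0.401 without the ZNF521 library with DMSO. In fits on the vector alone, the log2 fold change of GLI1 was 1.29 without the CTL library with SAG and 0.68 without the ZNF521 library with DMSO. That of PTCH1 was 0.22 without the latter. These fits leave SAG with a larger share of the ZNF521 than of the CTL libraries, so that their sign does not show an effect of ZNF521. Without the ZNF521 library with SAG, where the imbalance is reversed, both genes were lower.

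**Figure D2:**
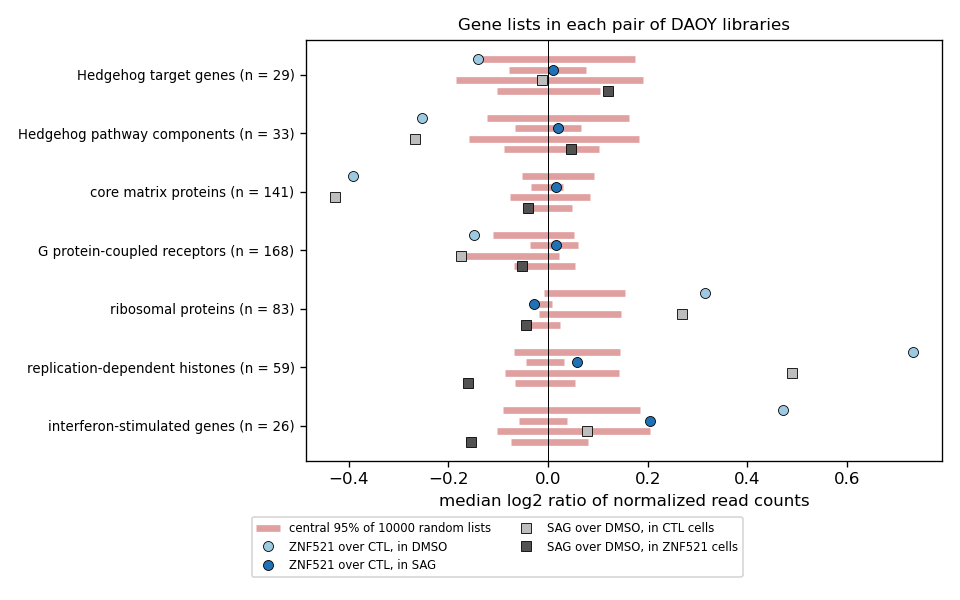
Median log2 ratio of normalized read counts of 7 gene lists in each pair of DAOY libraries (circles, ZNF521 over CTL, and squares, SAG over DMSO), with the central 95% of the medians of 10000 random lists of like expression as bars. The Hedgehog pathway components lie at -0.25 and -0.27 in the 2 pairs that hold CTL cells with DMSO and at 0.02 and 0.05 in the other pairs.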

Taken together, these results showed that ZNF521 expression modulation largely impacts the transcriptional profile of genes involved in SHH signalling.

**Fig. 2:**
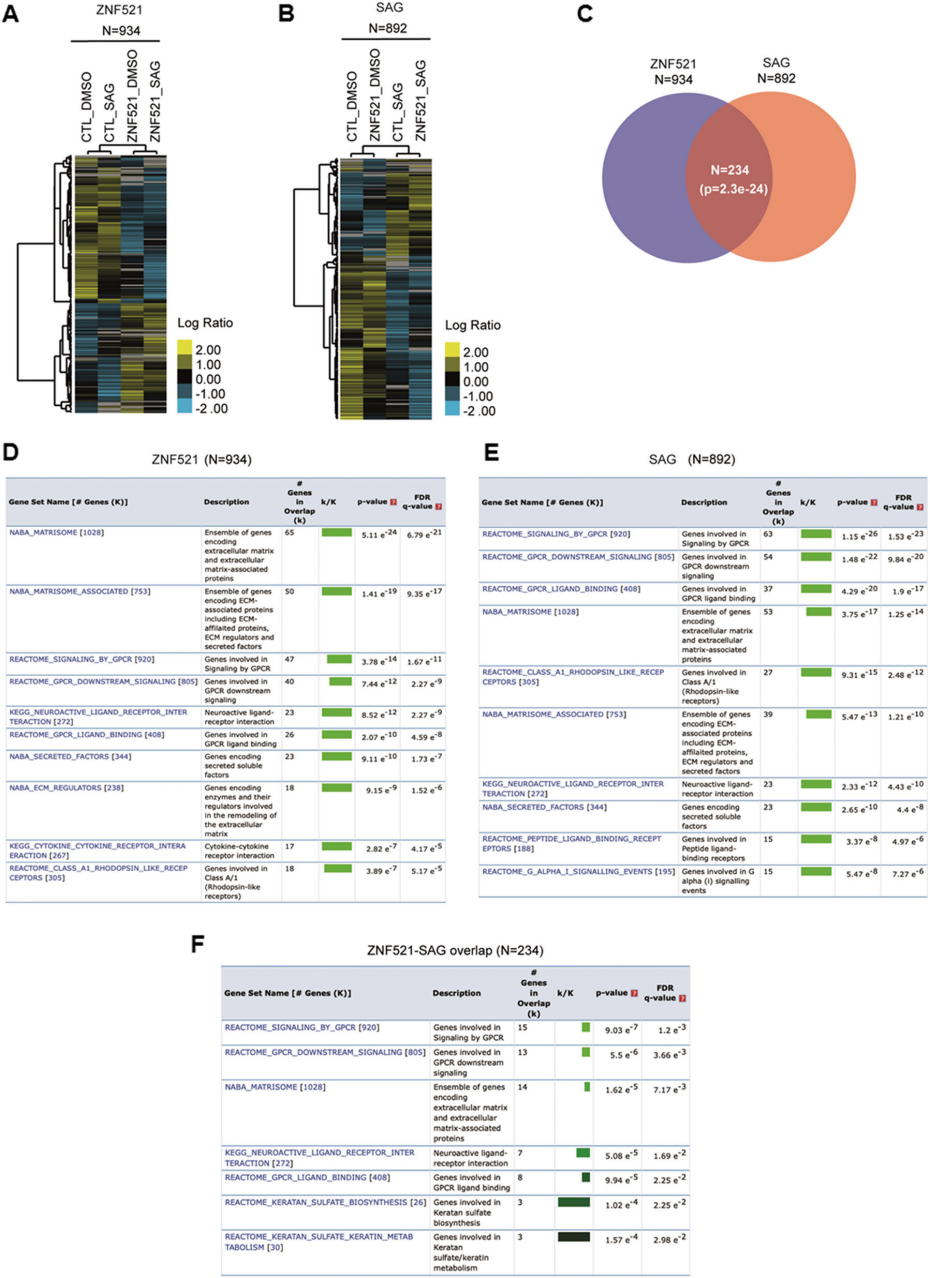
Gene expression profile analysis of DAOY cells. **a** Hierarchical clustering analysis of 934 genes differentially expressed (*p* value ≤ 0.05) in ZNF521-overexpressing cells versus control cells (CTL). **b** Hierarchical clustering analysis of 892 genes differentially expressed (*p* value ≤ 0.05) in SAG-treated cells versus untreated control cells (DMSO). Scale bars, the log 2 ratio of expression of mean centred genes. **c** Venn diagram using the 934 and 892 gene sets. A total of 234 genes were found overlapping. *P* *value* was calculated using the hypergeometric distribution test. **d–f** The top 10 overlapping gene sets (K) representing MSigDB canonical pathways (see also Methods) are shown for the 934, 892 or 234 genes (k). Colour bar shading from light green to black, where lighter colours indicate more significant “false discovery rate” (FDR) *q* *values* (<0.05) and black indicates less significant FDR *q* values (≥0.05)

### ZNF521 interacts with Gli1 and Gli2 proteins

To test whether a physical interaction occurs between ZNF521 and mediators of the *SHH* pathway, we performed co-immunoprecipitation (Co-IP) assays in HEK293T cells. Following co-transfection of cDNAs encoding tagged ZNF521, GLI1 and GLI2, ZNF521 co-immunoprecipitated with Flag-tagged GLI1 or GLI2 (Fig. 3a). In complementary Co-IP experiments, Flag-tagged GLI1 pulled down HA-ZNF521 (Fig. 3b), and conversely HA-ZNF521 co-precipitated Flag-GLI1 (Fig. 3c).

**Fig. 3:**
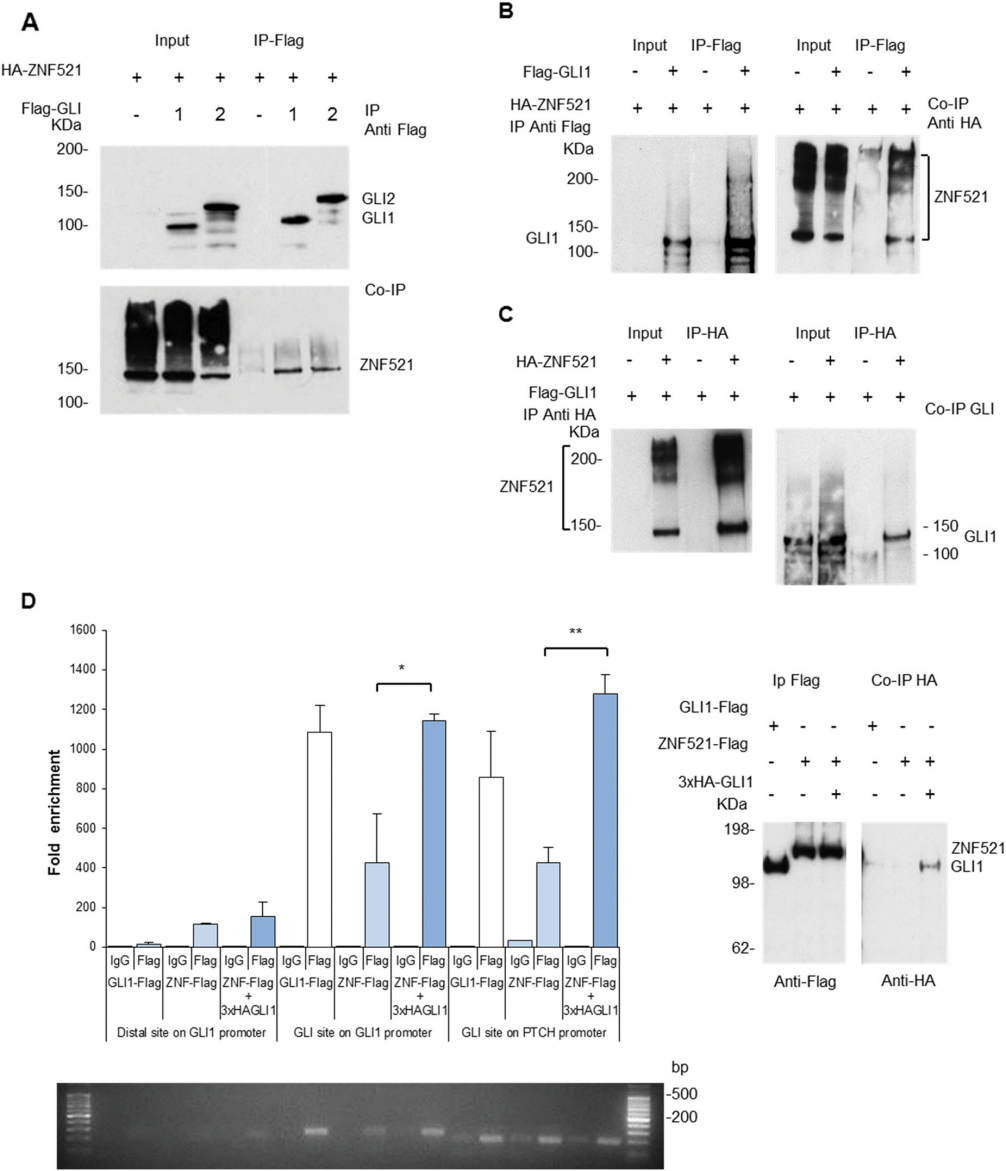
Interaction of ZNF521 and GLI1/ GLI2 demonstrated by Co-IP. **a** IP of Flag-GLI1 or Flag-GLI2 results in the Co-IP of HA-ZNF521. **b** IP of Flag-GLI1 results in the Co-IP of HA-ZNF521. **c** IP of HA-ZNF521 results in the Co-IP of Flag-GLI1. **d** ChIP demonstrates the pull down of *ZNF521* with the *GLI1* and *PTCH* promoter regions containing GBS, which was enhanced in the presence of additional GLI1. qPCR analysis of regions of the *GLI1* and *PTCH* promoters with GBS, pulled down either directly by Flag-*GLI1* or by 3xFlag-*ZNF521* alone, or by the combination of 3xFlag-*ZNF521* together with 3xHA-*GLI1*. Fold enrichment of amplified products is shown compared to the non-specific control in the absence of Flag antibody (IgG control). A distal region of the *GLI1* promoter was also amplified, which did not cover the GBS and acts as an internal control. PCR products were analysed by agarose gels and the proteins present in the IPs (ChIP) and co-immunoprecipitates (Co-IP) were analysed by Western blotting. *p < 0.05, **p < 0.01

We then performed chromatin immunoprecipitation (ChIP) assays to establish whether the *GLI*/*ZNF521* interaction occurred at the chromatin level. Cells were transfected with either *GLI1*-Flag or *ZNF521*-Flag or with a combination of *ZNF521*-Flag and 3xHA-*GLI1* and sheared DNA pulled down with anti-Flag antibody or a control immunoglobulin G (IgG). The presence of the GLI1 binding sites (GBSs) was identified by amplifying across the sites with specific primers. Additional primers that amplified a distal region (2 kb) from the GBSs on the *GLI1* promoter, which gave a specific internal control, were also used.

These assays showed that both GLI1 (as expected) and ZNF521 were each pulled down in correspondence to the promoter regions containing consensus GBSs^42,43^. This was found for both *GLI1* and *PTCH1* promoters (Fig. 3d), but not (significantly) in the distal region of the *GLI1* promoter where no GBSs are present. Importantly, when ZNF521 (Flag-ZNF521) was directly pulled down, by anti-Flag antibody, in the presence of transfected GLI1 (3xHA-GLI1) (Fig. 3d Western blot, where 3xHA-GLI1 is seen as a Co-IP), there was an enrichment in the recovery of amplified fragments associated with the GBSs in these promoters compared to those found when Flag-ZNF521 was transfected alone (Fig. 3d, quantified by quantitative PCR (qPCR) and visualized by agarose gel). This indicates that ZNF521 together with GLI1 has a greater interaction with the *GLI1* and *PTCH1* promoter regions and is likely to enhance the interaction of GLI1 with its target promoters.

These data show for the first time a novel interaction between ZNF521 and the *SHH* principal effectors GLI proteins, which takes place at the chromatin level on the *GLI1* and *PTCH1* promoters.

### ZNF521 enhances the transcriptional activity of GLI1 and GLI2

To assess the contribution of ZNF521 in modulating the activity of GLI factors, transactivation assays were performed using reporter constructs containing GBSs fused to the cDNA of firefly luciferase (luc). To this end, cells were co-transfected with a reporter construct and expression vectors carrying the cDNAs for *ZNF521*, *GLI1* or *GLI2* as indicated in Fig. 4a. The *PTCH*-luc construct contains a 4.3 kb fragment of the *PTCH1* promoter region with one GBS at −704/−696 bp upstream of the transcription start site, while the engineered constructs 8x*Gli*-luc and 12x*GLI*-luc have multiple GBSs (Fig. S2). As expected (Fig. 4a), both *GLI1* and *GLI2* alone (grey bars) activated all the reporter constructs. Instead, the co-expression of ZNF521 with GLI proteins (GLI1, blue and GLI2, green bars) significantly enhanced the transactivation, almost invariably in a ZNF521 dose-dependent fashion.

**Fig. 4:**
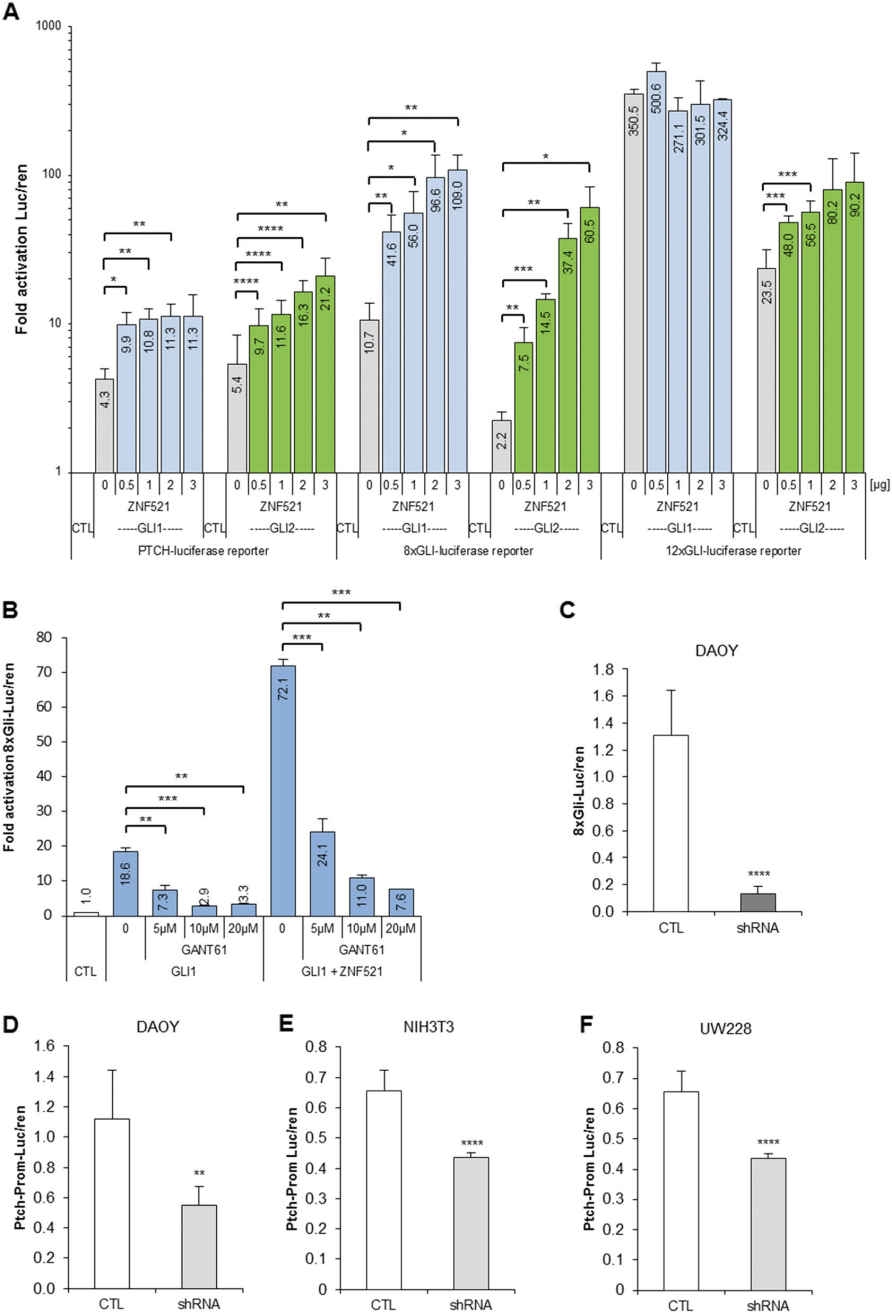
ZNF521 acts with GLI proteins to co-transactivate *GLI*-responsive reporter constructs. **a** The *GLI-*responsive reporters: *PTCH* promoter luciferase, 8x*Gli* (GBS) luciferase and the 12x*GLI-*(GBS) luciferase were transfected in HEK293T cells with constant amounts of either *GLI1* or *GLI2* alone or together with increasing amounts (0–3 μg/well) of *ZNF521* plasmid. The luciferase values were expressed as a ratio of the co-transfected Renilla activity (luc/ren). The results are expressed in a log scale as a fold activation in the absence of GLI1 or GLI2. **b** Transactivation of the 8x *Gli* reporter by GLI1 alone as well as with ZNF521 can be inhibited by 5–20 µM of the GLI1 inhibitor GANT61. **c–f** The cell line DAOY silenced for ZNF521 with shRNA had a reduced ability to transactivate the 8x*Gli-*luciferase construct (**c**). DAOY (**d**), NIH3T3 (**e**), and UW228 (**f**) cells silenced for ZNF521 with shRNA had a reduced ability to transactivate the *PTCH* promoter*-*luciferase construct. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

This phenomenon was particularly striking with 8x*Gli*-luc, where ZNF521 expression resulted in a super-activation up to 10–30-fold greater than that induced by GLI1 or GLI2 alone. Instead, in the case of 12x*GLI*-luc, owing to the high responsiveness of this construct to GLI1 alone (350.5-fold activation), the additional effect of ZNF521 was masked by the already maximal activation level. Instead, the transactivation of 12x*GLI*-luc by GLI2 alone was relatively modest (23-fold activation) and the effect of ZNF521 resulted in a substantial up-regulation (up to 90-fold greater than that obtained by GLI2 alone).

The super-induction experiments described above were repeated in the presence of the GLI inhibitor GANT61, which specifically inhibits GLI1 binding to target promoters, thereby abrogating transactivation^44,45^. GANT61 treatment significantly inhibited, in a dose-dependent manner, 8x*Gli*-luc transactivation by GLI1 alone and also, to a large extent, the super-activation by the combination of GLI1 and ZNF521 (Fig. 4b).

Cell lines (DAOY, NIH3T3 and UW228) silenced for ZNF521 and transfected with 8x*Gli*-luc or the PTCH promoter luc reporter, which have a basal level of activity, were found to has a reduced transcriptional activation, indicating that the reduction of endogenous ZNF521 in these cells, which also express *SHH* pathway components, has attenuated the response (Fig. 4c–f).

These results delineate the existence of a cooperative action between ZNF521 and GLI factors in the transcriptional activation of GLI-binding regulatory sequences, which is sensitive to the GLI antagonist GANT61.

### The ZNF521-GLI1 cooperation requires the recruitment of the HDAC-NuRD complex by ZNF521

ZNF521 possesses a 12-amino-acid-long motif at its N-terminal end^21–23,46–48^, which is needed to bind the NuRD complex, and is required for the activity of ZNF521 in MB cells^39^. To assess the relevance of this interaction in the cooperation between ZNF521 and *HH* signalling, we performed experiments in which increasing amounts of expression vector carrying the cDNA for HA-*ZNF521* were co-transfected with a constant amount of *GLI1*-DDK-Flag or, vice versa, increasing amounts of cDNA for 3xHA-*GLI1* were co-transfected with a constant amount of *ZNF521*-DDK-Flag (Fig. 5a). The extracts obtained were then subjected to IP with an anti-DDK-Flag antibody (Fig. 5a, top panel). The precipitates were analysed with antibodies to ZNF521, GLI1 or histone deacetylase 1 (HDAC1) (Fig. 5a, middle and bottom panels). As expected, ZNF521 was found associated with GLI1, and, reciprocally, GLI1 co-precipitated with ZNF521. As shown in Fig. 5a (lane 2), IP of GLI1 was accompanied by detectable co-IP of endogenous HDAC1, even in the absence of transfected ZNF521. However, in the presence of increasing amounts of transfected ZNF521, the co-precipitation of HDAC1 was increased proportionally. Instead, when ZNF521 was immunoprecipitated the amounts of HDAC1 that were pulled down were higher than that co-precipitated with GLI1, and when additional GLI1 was co-transfected, no increase in HDAC1 co-precipitation was observed. These data were confirmed by the measurement of HDACI/II activity in the precipitates (Fig. 5b), and indicate that the interaction between HDAC1 (or HDAC1-containing complexes, such as NuRD) and ZNF521 is preferential compared to that with GLI1.

**Fig. 5:**
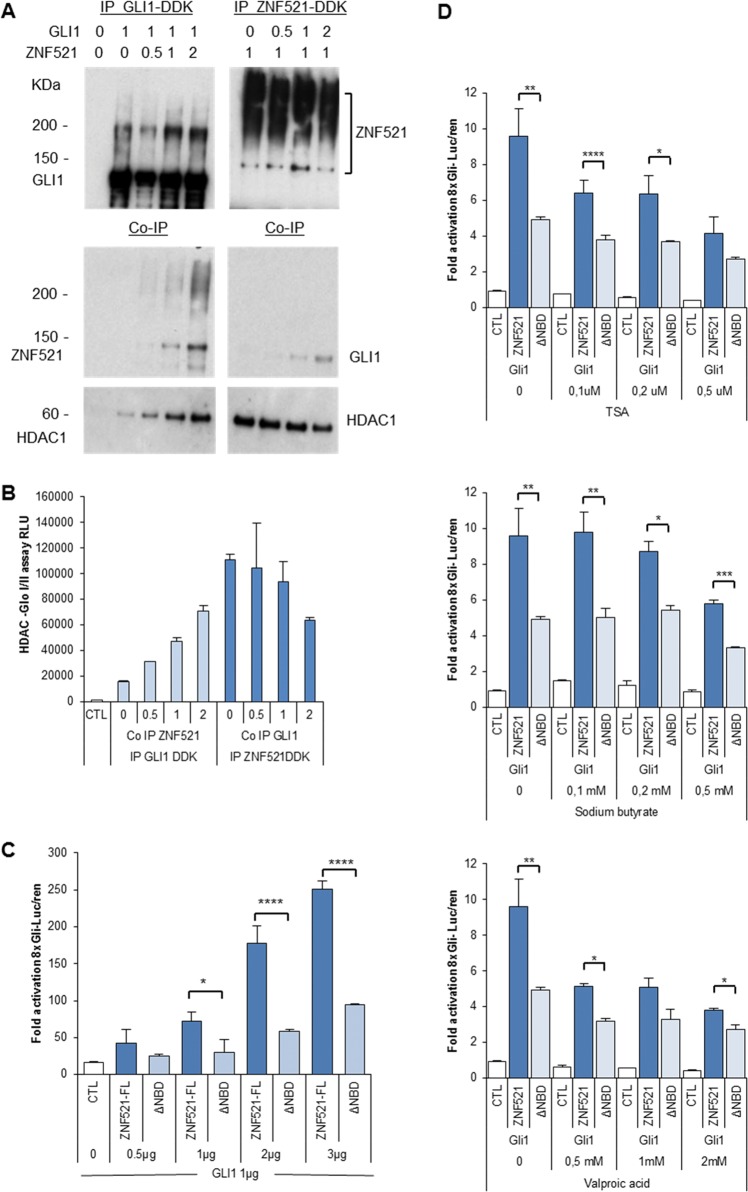
The activity of the combination of ZNF521 and GLI1 is promoted by the NuRD-interacting N-terminal motif in ZNF521. **a** Cells (HEK293T) were transfected either with *GLI1*-DDK (Flag) and increasing amounts of HA-*ZNF521* (top left panel) or with *ZNF521*-DDK (Flag) and increasing amounts of 3xHA-*GLI1* (top right panel). The IPs pulled down with anti-Flag-protein G complex were analysed with rabbit anti-DDK (Flag) antibody for GLI1 and ZNF521 and the Co-IPs with anti-ZNF521 or with anti-GLI1 antibodies, as well as for the presence of Co-IP HDAC1. **b** An aliquot of the IP beads were incubated with the 3xFlag peptide to release bound proteins and assayed with the HDAC-Glo™ I/II substrate and developer. **c** Cells were all transfected with GLI1, either with control vector (CTL) or with increasing concentrations of full-length (FL) ZNF521 or a construct lacking the first 12 amino acids (ZNF521-ΔNBD) and the 8x*Gli*-luciferase reporter. **d** Cells were transfected with GLI1 either with control vector (CTL) or together with ZNF521 or ZNF521-ΔNBD (used as control for HDAC inhibitors), and after 24 h, HDAC inhibitors, TSA, NaBt or VPA were added. The reporter activity was measured at 48 h and calculated as fold activation of the 8x*GLI*-luc. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

In additional experiments, we tested whether the binding of ZNF521 to the NuRD complex is required for the ZNF521-GLI transcriptional co-operational activity. These assays demonstrated that co-transfection of *GLI1* (Fig. 5c) or *GLI2* (Fig. S2D) together with a deletion mutant of ZNF521 lacking the NuRD-binding domain (ΔNBD)—which is able to bind GLI1 (Fig. S2E) but unable to recruit components of the NuRD complex^23,24,46^—resulted in a lower enhancement of the 8x*Gli*-luc reporter activity than that achieved by full-length ZNF521. Furthermore, in a complementary set of experiments, treatment of transfected cells with three distinct HDAC inhibitors (trichostatin A (TSA); sodium butyrate (NaBt); valproic acid (VPA)) resulted in an aberration of the cooperative effect between ZNF521-FL and GLI1 (Fig. 5d) or GLI2 (Fig. S2F) on the 8x*Gli*-luc reporter, such that once the maximum amount of HDAC inhibitor was used, the difference between the full length and the construct lacking the NuRD-binding motif was minimized. Taken together, the data described above indicate that the association between ZNF521 and the HDAC-NuRD complex takes part in the transcriptional synergism between ZNF521 and the *HH* pathway effectors.

It is known that post-translational modifications of GLI proteins contribute to the fine control of the *HH* pathway. Specifically, it has been documented that deacetylation of GLI factors by HDAC1 induces an increase in their transcriptional activity by facilitating their access to the chromatin^49–51^ and enhancing transactivation of target genes. To test whether the interaction with ZNF521 modifies the GLI1 acetylation status, *GLI1*-DDK-Flag and *ZNF521* were co-transfected and GLI1 was precipitated with anti-DDK-Flag antibody. Western blot analyses with an anti-acetylated lysine antibody showed a lower level of the acetylation of GLI1 in the presence of ZNF521 (Fig. 6a). This is likely to account for the increase in its activity induced by ZNF521.

**Fig. 6:**
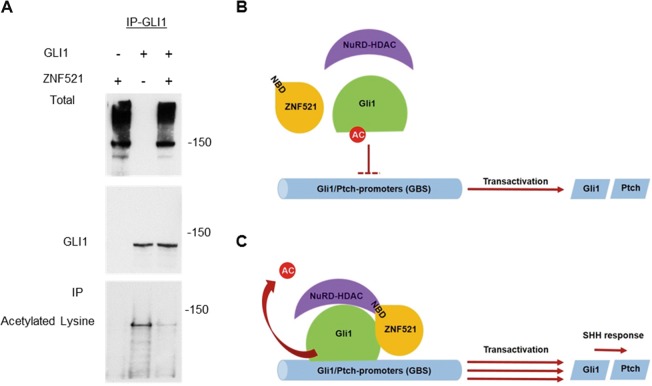
Activation of GLI1 is promoted by ZNF521 throught deacetylation of GLI1. **a** The presence of ZNF521 results in a reduced acetylation of GLI1. Cells were transfected either with *GLI1*-DDK (Flag) and 3xHA-*ZNF521* or with both together and IP was performed for GLI1 pulldown with anti-Flag-M2 agarose beads. Total input is shown for ZNF521 and IPs were hybridized with anti-GLI1 or with an anti-acetyl-lysine antibody. **b**, **c** Hypothesis for the mechanism of action for ZNF521 collaborating with GLI1 together with HDAC1-NuRD complex resulting in an increased transactivation of GLI-responsive genes. Diagrams for the action of GLI1 on the GLI1 target promoters in the absence (**a**) or presence (**b**) of ZNF521

## Discussion

ZNF521 displays features compatible with a function as a transcriptional regulator, with widely acknowledged roles in stem cells of diverse organs and tissues^23–30^. A notable feature being, a short amino acid sequence located at its N-terminal end, which is shared with a family of transcriptional regulators (friend of GATA-1/2, SALL1–4, BCL11a/b and Zfp423) and has been shown to recruit the NuRD complex^21,23,46,47,52–54^.

In the present approach, regarding neural neoplasias, ZNF521 was shown to be a regulator of immature MB cells, where its enforced expression stimulates growth, clonogenicity, migration ability and tumorigenicity, and this action requires the integrity of the NuRD-binding motif^39^. Among the MB subgroups, particularly high expression of ZNF521 is present in the subgroup characterized by dysregulation of the *SHH* pathway. Additional analyses of a larger cohort of patients, conducted in the framework of the present study, revealed a striking positive association between levels of *ZNF521* transcript and the expression of *SHH* pathway components, *GLI1*, *GLI2* and *PTCH*. It was observed that high expression of *ZNF521* was also detected in the *WNT* subgroup. However, when *WNT* genes were examined for correlations with *ZNF521* in the MB cases, only two genes *WNT5A* and *LEF1* showed a significant *R* value (Fig. S3); thus, *ZNF521* was not further examined in the context of having a role in the *WNT* pathway.

*ZNF521* being present at high levels in all SHH subgroup samples, it is likely to be crucial for this pathway, considering that low levels of ZNF521 are not found in this SHH subgroup. The functional and expression data for the *SHH* pathway^39^ encouraged us to explore the possibility that ZNF521 could physically and/or functionally interact with mediators of the SHH signalling. These results indicate that: (i) ZNF521 binds to GLI1 and GLI2; (ii) this interaction occurs in regulatory regions of SHH target genes that contain GLI-binding consensus sequences; (iii) enforced expression of ZNF521 in DAOY MB and NIH3T3 cells enhances the expression of SHH target genes both in the absence and in the presence of SAG; (iv) conversely, silencing of endogenous ZNF521 reduced GLI1 and PTCH1 mRNA; (v) RNA-Seq data showed that ZNF521 widely impacts the SHH signalling by modulating a large set of genes, whose expression is also regulated by the addition of SAG; (vi) ZNF521 synergistically cooperates with GLI1 and GLI2 in the transcriptional activation of SHH-responsive elements; and (vii) this synergism is more evident in the presence of the N-terminal NuRD-binding motif of ZNF521.

The *SHH* pathway is subjected to fine control, and the activity of GLI1 and GLI2 is known to be post-translationally modified by ubiquitination^50,55^ and sumoylation^56^ resulting in degradation. GLI1 can instead be activated by phosphorylation by the tyrosine kinase HCK, which disrupts the interaction with its inhibitor SUFU at the primary cilium^57^. An additional regulatory mechanism is mediated by acetylation/deacetylation of the GLI factors. Specifically, it has been determined that deacetylation of lysine 518 by HDAC1 is critical for the activation of GLI1^50^ and that the HDAC1/2 inhibitor, vismodegib, could inhibit tumour growth in a mouse MB model^51^.

Consistent with the notion that the HDAC-rich NuRD complex is necessary for the transcriptional cooperation between ZNF521 and GLI, three HDAC class I inhibitors were able to counteract the super-induction of the GLI reporter by full-length ZNF521. This evidence underlies the importance of the interaction between ZNF521 and HDAC1-NuRD in the enhancement of GLI transactivation. It also fits well both with our previous finding that the NBD is essential for the activity of ZNF521 in MB, and with those of Coni et al.^49,51^ and Canettieri et al.^50^ showing that deacetylation of conserved lysines in GLI1 and GLI2 augments the GLI transcriptional activity by permitting easier access to chromatin. This is further supported by our experiments in vitro, in which the co-expression of GLI1 and ZNF521 resulted in a significant deacetylation of GLI1 (Fig. 6a) and is exemplified in Fig. 6b as a mechanism whereby GLI activity is enhanced by ZNF521 through deacetylation dependent on NuRD-associated HDAC1.

The classification of MB into subgroups with distinct molecular, demographic and clinical characteristics has offered the possibility to determine prognostic differences between the groups. The current therapeutic strategies in MB treatment include surgical resection, cranium–spinal irradiation and adjuvant chemotherapy. The cure rates of average and high-risk patients are fairly high (85 and 70%, respectively)^58^; however, they are associated with serious treatment-induced morbidity. Inter-tumoral heterogeneity has been detected within the four different subgroups, such that a further classification identified a total of 12 MB subtypes^40^, which may permit an increased level of stratification by providing more specific prognostic information and thus allowing a greater degree of “therapeutic tailoring” to minimize treatment-induced damage. Molecular biomarkers associated with specific phenotypes of these tumours are potentially important in identifying and categorizing specific types of MBs. High expression of ZNF521 is found not only in the *SHH* group but also in the *WNT* group and in a substantial fraction of cases in group 4. ZNF521 expression could thus help define a novel sub-category classification. In this context, and in the light of the fact that activation of the *HH* pathway is critical for the maintenance of the stem cell compartment in tumours derived from dysregulation of different signalling mechanisms (ref. ^3^ and references therein), the NuRD-dependent synergism between ZNF521 and GLI might represent a valuable biomarker for the identification of patients with MB—and possibly other SHH-driven malignancies—who may potentially benefit from a combination of SHH and HDAC inhibitors.

## Materials and methods

### Cell lines and culture conditions

HEK293T, DAOY, NIH3T3 and UW228 cells were cultured in Dulbecco’s modified Eagle’s medium supplemented with 10% foetal bovine serum, 50 U of penicillin and 50 μg of streptomycin/mL, at 37 °C in 5% CO_2_. All tissue culture reagents were from Life Technologies. For stimulation of the *SHH* pathway, SAG SMO ligand (ALX-270–426, ENZO Life Sciences, Italy) was solubilized in dimethyl sulfoxide and used at 2.5–200 nM for 48 h, after the cells had been starved for 24 h.

### Plasmids and lentiviral vectors

The *ZNF521* lentiviral vectors *UBC* promoter-transgene-IRES-*EGFP* (FUIGW), FUIGW-flag-*ZNF521* and FUIGW-flag-*ZNF521ΔNBD* (lacking the first 12 amino acids that constitute the NuRD-binding motif) were used^24,39^ as well as TrueORF-Gold human NM_015461.2 pCMV6-*ZNF521*-Myc-DDK (Origene) and the mouse cDNA clones pCMV-3xHA-*Zfp521*^37^, Image Clone pCMV-Sport6-*Zfp521* (*Evi3*) NM_145492.4 was sub-cloned in the lentiviral vector FUIGW as well as the corresponding *Zfp521ΔNBD*. Human and mouse h*ZNF521*/m*Zfp521* are 97% identical in protein sequence and both or either constructs were used in the experiments and are indicated as *ZNF521*. shRNA lentiviral vectors for specific silencing of ZNF521 were as described in ref. ^39^.

*GLI1* and *GLI2* was transfected using the pCDNA-Flag-*GLI1*, pCDNA-3xHA-*GLI1* and pCDNA-Flag-*GLI2*, as well as TrueORF-Gold human NM_005269 pCMV6-*GLI1*-Myc-DDK (Origene) plasmids. Promoter reporter assays were performed with *PTCH*-luc (4.3 b promoter fragment)^59^, 8x*Gli*-luc, 12x*GLI*-luc (Cellogenetics) and transfections were normalized with the control pRL-TK Renilla plasmid (Promega).

### Transfection and transduction of cell lines

Plasmids were transfected using polyethylenimine (PEI) (Polysciences) 1 µg/µl (3 µg for 1 µg plasmid DNA) or the calcium phosphate method in HEK293T cells using 10 μg plasmid/100 mm tissue culture plate. The medium was changed after 16 h and cells were harvested for IP or luc activity after 48 h. Cells were transduced^60^ with the control vector FUIGW or FUIGW-*ZNF521* using the lentiviral packaging plasmids pCMV-VSVG and pCMV-deltaR8-91 and were 70–80% positive for the transgene EGFP (enhanced green fluorescent protein) by fluorescence-activated cell sorting analysis and stably expressed the ZNF521 or mutant ΔNBD at similar high levels. Cells were sorted for EGFP and were over 90% positive for EGFP.

### Expression analysis by RT-qPCR

RNA was prepared using the TRIzol reagent (Life Technologies), quantified with the NanoDrop 2000/2000c Spectrophotometer (Thermo Fisher Scientific) and the quality was monitored using 1.5% agarose gels run in MOPS buffer, pH 7.1 (0.4 M MOPS (3-(*N* morpholino)propanesulfonic acid), 0.1 M NaAc, 20 mM EDTA), and 10% formaldehyde. cDNA was synthesized from 1 µg RNA using SuperScript III reverse transcriptase at 42 °C and 2.5 µM random hexamers (Life Technologies). Quantitative reverse transcription-PCR (RT-qPCR) reactions were carried out with the iQ™ SYBR^®^ Green Supermix (Bio-Rad) with the qPCR amplifier QuantStudio3 (Applied Biosystems). One cycle of 3 min at 95 °C was followed by 45 cycles of 10 s at 95 °C, 10 s at 60 °C and 10 s at 72 °C, finishing with a melting curve. Relative gene expression was determined using the comparative threshold cycle Ct method, normalizing for housekeeping genes (*GAPDH* and *UBC*) such that the average the expression ratio was calculated as 2^−ddCt^. Primers used in this study were designed to have high stringency for qPCR and span exon–intron sites and the sequences were as follows (5′–3′): h-*GLI1* (F) ACAGCCAGTGTCCTCGACTT, (R) ATAGGGGCCTGACTGGAGAT; h-*PTCH* (F) CTTCGCTCTGGAGCAGATTT, (R) CAGGACATTAGCACCTTCT; h-*GAPDH* (F) CACCATCTTCCAGGAGCGAG, (R) TCACGCCACAGTTTCCCGGA; h-*UBC* (F) ATTTGGGTCGCGGTTCTTG, (R) TGCCTTGACATTCTCGATGGT; m-*Gli1* (F) ACCCACTCCAATGAGAAGCC, (R) CAGTTTGAGACCCCGAGACC; m-*Ptch* (F) TACCTCAACGGCCTACGAGA, (R) GCTGTCAGAAAGGCCAAAGC; m-*Gapdh* (F) TGACGTGCCGCCTGGAGAA, (R) AGTGTAGCCCAAGATGCCCTTCAG; m-*Ubc* (F) GCCCAGTGTTACCACCAAGA, (R) CCCATCACACCCAAGAACA.

### Transcriptome sequencing and analysis

Poly-A-enriched strand-specific ribosomal RNA-depleted libraries were generated with the Illumina TruSeq Stranded Total RNA Library Prep Gold, according to the manufacturer’s instructions. Libraries were sequenced by Illumina HiSeq2000 resulting in paired 50 nt reads. Fastq files were aligned to the hg38 genome assembly using STAR^61^. STAR was also used to quantify gene expression for each gene. STAR gene counts were normalized applying the median of ratios method implemented in DESeq2 R package^62^. Briefly, the normalization process implies different steps: (i) for each gene, a pseudo-reference sample is created and is equal to the geometric mean across all samples; (ii) for every gene in a sample and for each sample, the ratios sample/ref are calculated; (iii) the median value of all ratios for a given sample is taken as the normalization factor (size factor) for that sample; (iv) for each gene in each sample the normalized count values is calculated dividing each raw count value by the sample’s normalization factor. BRB-ArrayTools (v4.6; https://brb.nci.nih.gov/BRB-ArrayTools/) were used to perform statistical tests, briefly: (i) normalized count values were thresholded if the intensity at the minimum value was below 1; (ii) genes were excluded if <25% of expression data have at least a 1.5-fold change in either direction from gene’s median value; (iii) paired *t* test (with random variance model) were used to select features with a significant gene expression change (*p* value < 0.05) in the selected conditions. Clustering analysis was performed by using Cluster 3.0 and Java TreeView (http://bonsai.hgc.jp/~mdehoon/software/cluster/software.htm). The uncentred correlation and centroid linkage were used to aggregate genes and conditions. Pathways overrepresentation analysis was performed by using the Molecular Signature Database v6.2 (MSIgDB)^63^.

### Nuclear and cytoplasmic extracts

DAOY cells treated with or without 200 nM SAG were processed for nuclear and cytoplasmic extracts^64^. Cells were scraped, re-suspended in hypotonic lysis buffer (10 mM HEPES, pH 7.9, 10 mM KCl, 0.1 mM EDTA, protease inhibitors (P8849, Sigma) and phosphatase inhibitor cocktails 2 and 3 (P0044, P5726, Sigma) and incubated on ice for 20 min. After the addition of 0.25% Igepal-630 (NP40), samples were centrifuged at 3600 r.p.m for 5 min and supernatants containing the cytoplasmic extracts were recovered. Nuclear pellets were re-suspended in 20 mM HEPES, pH 7.9, 0.4 M NaCl, 1 mM EDTA with protease and phosphatase inhibitors. After three cycles of vortex and ice, samples were centrifuged at 12,000 r.p.m. for 20 min and the supernatants containing the nuclear extracts were collected. Proteins (50 μg) were denatured, reduced, separated on 4–12% NuPAGE Novex Bis-Tris gradient polyacrylamide gels (Life Technologies) and blotted onto nitrocellulose membranes. Membranes were quenched with 5% blotto (Bio-Rad), ZNF521 was detected with rabbit anti-ZNF521 (EHZF S15 sc-84808, Santa Cruz, Biotechnology; predicted molecular weight (MW): 148 kDa) at 1:2000, GLI1 with rabbit anti-GLI1 (C68H3, Cell Signalling; predicted MW: 118 kDa) at 1:5000, for nuclear extracts with rabbit anti-H1.2 at 1:10,000 (ab-4086, Abcam; predicted MW: 21.3 kDa) and cytoplasmic extracts with anti-GAPDH at 1:1000 (sc-166574, Santa Cruz Biotechnology; predicted MW: 36 kDa). Secondary rabbit and mouse horse radish peroxidase (HRP) antibodies were detected by the ImmunoCruz Western blotting luminal reagent (sc-2004, sc-2005, Santa Cruz, Biotechnology) and exposure to auto-radiographic film (GE Healthcare).

### Co-IP interaction assays

Cells, HEK293T cultured to 60–70% confluence, were transfected using PEI and were used for IP after 48 h. After washing with 1× phosphate-buffered saline (PBS), cells were pelleted at 1000 r.p.m. for 5 min at 4 °C and re-suspended in 1 ml of IP buffer (50 mM Tris/HCl, pH 7.5, 250 mM NaCl, 0.1% Triton X-100, 0.1 nM ZnCl_2_) supplemented with protease and phosphatase inhibitor cocktails 2 and 3. Cell lysates were sonicated on ice for three times for 10 s at 100% amplitude (UP50H ultrasonic processor Hielscher, Ultrasound technology) and centrifuged twice at 13,000 r.p.m. for 20 min at 4 °C to remove debris.

IP was performed with 10 μg monoclonal anti-Flag-M2 (F3165, Sigma-Aldrich) and 20 μl Protein G Sepharose (P3296, Sigma-Aldrich). Cell lysates were added to the beads and incubated overnight at 4 °C with rotation. After four washes with IP buffer and then with PBS, bound proteins were released at 95 °C for 5 min in NuPAGE^®^ LDS Sample Buffer plus reducing agent and loaded onto a NuPAGE Novex Bis-Tris 4–12% gel. Antibodies used for the detection of immunoprecipitated proteins were anti-Flag-M2-HRP (A8592), DYKDDDDK Tag (Flag) rabbit antibody (#2368 Cell Signalling), rabbit anti-HA (ab9110, Abcam) and rabbit anti-GLI1 (C68H3, Cell Signalling).

HDACI/II activity assays were performed on Flag-M2-agarose IPs after releasing proteins with 3xFlag peptide at 200 μg/ml for 30 min at 4 °C, serial dilutions were made for the assays and extracts incubated with the HDAC-Glo™ I/II substrate and developer (G6420, Promega) for luminescence reading with the GloMax Explorer luminometer in white 96-well plates. The anti-acetyl lysine antibody (ab21623, Abcam) was used to control the degree of acetylation in IPs of GLI1-myc-DDK in the presence of ZNF521.

### Chromatin immunoprecipitation

ChIP was performed using *ZNF521*-myc-DDK- and/or *GLI1*-Flag-transfected 293T cells; 2 × 10^6^ cells in 500 μl PBS were cross-linked with 1% formaldehyde for 8 min and blocked with 1 mM glycine for 5 min, then washed twice with PBS and finally the cell pellets were frozen on dry ice. Cells were extracted in 200 μl of 20 mM HEPES, pH 7.9, 25% glycerol, 420 mM NaCl, 1.5 mM MgCl_2_, 0.2 mM EDTA and 1 nM ZnCl_2_, and then nuclei were recovered after centrifugation at 13,000 × *g* for 10 min. Nuclei were lysed and sonicated for 40 cycles of high voltage 30 s on/30 s off in a Bioruptor bath sonicator (Diagenode) at 4 °C in 300 μl of 50 mM Tris/HCl, pH 8.0, 1 mM EDTA, 150 mM NaCl, 0.2% SDS, 1% Triton X-100 and 1 nM ZnCl_2_. After centrifugation, it was verified that the sonication had resulted in fragments of 500–1000 base pairs (bp). Extracts were diluted with 1 ml of 50 mM Tris/HCl, pH 8.0, 1 mM EDTA, 150 mM NaCl, 0.1% Triton X-100 and 1 nM ZnCl_2_, and then centrifuged at 13,000 × *g* for 20 min at 4 °C. Soluble extracts were divided for specific IP with anti-Flag-M2 antibody and non-specific (control mouse IgG). Antibody complexes were recovered with Protein G Sepharose. After 16 h of mixing by rotation at 4 °C, the beads were washed three times with Triton buffer and twice with PBS and then de-cross-linked by incubation in 2.5 mM Tris/HCl, pH 6.8, 200 mM NaCl, 2% SDS and 10 mM dithiothreitol at 65 °C for 16 h. All buffers contained the protease inhibitor mix for His-tagged proteins from Sigma. DNA was extracted with phenol/chloroform, and precipitated with 0.3 M NaAc, pH 5.4, and 2.5 volumes of ethanol with 1 μg glycogen carrier. Pellets were washed with 70% ethanol and re-suspended in 30 μl H_2_O for qPCR analysis.

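The positions of these primers were looked up in the hg38 sequence and compared with the GENCODE annotation. The GLI1 distal pair matches chromosome 12 from 57459162 to 57459355, a product of 194 bp. It lies 430 to 623 bp upstream of the start of the GLI1-201 transcript at 57459785, and overlaps exons of INHBE, a neighbouring gene that encodes an inhibin beta chain, and of the transcript ENSG00000287200. The GLI1 proximal pair matches 57459784 to 57460020, a product of 237 bp that runs from 1 bp upstream to 235 bp downstream of that start, in an exon of GLI1. The same product lies wholly upstream of the start of other GLI1 transcripts, GLI1-206 and GLI1-207, at 57460135. Neither product holds an exact copy of the consensus GLI binding site. Variants of the site were not searched for, and the sheared fragments of the paper are longer than these products. A bound site in or beside a product is thus not excluded. Of the PTCH pair, the reverse primer has 1 exact match on chromosome 9 and the forward primer has 0, so that this product was not placed.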

Primers used for amplification of the *GLI1* and *PTCH* promoters were: *GLI1* promoter distal ~2000 bp upstream, *GLI1* promoter proximal ~200 bp upstream covering the GBS, *PTCH* ∼700 bp upstream covering the proximal GBS, and were as follows (5′–3′): *GLI1* promoter distal (F) TAAGTGGGCTTTAGTGAGGGGCT, (R) TCTACGTCTCGAAGTTCTGGAGG; *GLI1* promoter proximal (F) CGTAAGCAGTATAGGGTCCCTCA, (R) ACCCGCGAGAAGCGCAAACTT; *PTCH* promoter proximal (F) GTATTGCTGCGAGAAGGTGG, (R) TTTCTGCGACGCGATTGGCTCG.

### Transactivation reporter assays

Cells were transfected with plasmids for GLI proteins and ZNF521 together with the reporter *PTCH*-luc, 8x*Gli*-luc or 12x*GLI*-luc normalizing with pRT-TK Renilla using the PEI transfecting reagent. After 40 h, cells were washed with PBS and total soluble extracts were prepared by freezing and thawing in 250 mM Tris/HCl, pH 7.5, containing protease inhibitors. Proteins were quantified using the Bio-Rad reagent and 10 μg was used for the Dual-Glo luc assay system (E2920, Promega) performed in white 96-well plates and detected using the GloMax Explorer Luminometer (Promega). Ratios of luc/Renilla luminescence were calculated and presented as fold activation for each reporter.

The GLI1 inhibitor GANT61 (S8075, Selleckchem) was prepared in ethanol and used at 20–100 nM added 4 h after transfection. HDAC class I inhibitors, TSA (T8552, Sigma-Aldrich) used at 0.1–0.5 μm in DMSO, NaBt (B5887, Sigma-Aldrich) used at 0.1–0.5 mM prepared in PBS and VPA (ALX-550-304 from Enzo Life Sciences) used at 0.5–2mM in DMSO were added 24 h after transfection before assaying at 48 h.

### Gene expression analysis of R2 platform database

The public data set of 763 tumour MB^40^ samples (Tumour Medulloblastoma - Cavalli - 763 - rma_sketch - hugene11t) (https://hgserver1.amc.nl/cgi-bin/r2/main.cgi) was interrogated for *ZNF521* (8022612) vs. *GLI1* (7956430), *GLI2* (8044993) or *PTCH* (8162533) reporter probes, as well as for *WNT* genes. For graphical representation and statistical comparison between the subgroups and subtypes, data were transferred into Excel and the GraphPad prism version 5.03 program for analysis (*t* test of unpaired two-tailed analysis)

### Statistical analysis

The Student’s *t* test assuming unequal variances between two samples was used to determine the significant differences. Groups were judged to differ significantly at *p* values lower than 0.05.

## Supplementary information

Supplemental Table 1-3

Figure S1

Figure S2

Figure S3. Correlation between ZNF521 and WNT pathway genes in all Mb subgroups

Supplementary figure legends

# Supplementary material for: The stem cell-associated transcription co-factor, ZNF521, interacts with GLI1 and GLI2 and enhances the activity of the Sonic hedgehog pathway
**Source:** Cell Death Dis. 2019 Sep 26;10(10):715. doi: 10.1038/s41419-019-1946-x
**Supplement:** Supplementary file 5 — Supplementary figure legends

**Supplementary Table (1-3).** The list of genes and relative normalized reads counts are reported being modulation by ZNF521 (934 genes), and by SAG treatment (892 genes) and the overlapping 234 gene set. 

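These tables give, for each gene, its normalized read count in the 4 DAOY libraries. The Hedgehog genes among them are GLI1 and HHIP, which were higher with SAG, GAS1, which was lower with SAG, and SHH and IHH, a ligand of the same family, which went opposite ways with ZNF521. For ZNF521, the log2 difference was -1.71 for SHH, at a mean normalized count of 11.0, and 1.69 for IHH, at a mean of 1.66. GZMB, a protease of cytotoxic lymphocytes (-2.52, mean 3.17), and LCK, a kinase of T cells (2.37, mean 5.05), are further examples at low counts. In the normalized counts, the median level of the listed genes was 3.84 for the ZNF521 table, 4.17 for the SAG table and 4.78 for the shared genes. Levels were under 10 in 714 genes (76.4%), 676 genes (75.8%) and 180 genes (76.9%), and at least 50 in 45, 38 and 5 genes. The rebuilt paired test returned every gene of the paper's 3 tables and no other, 934, 892 and 234, when its prior on the variances was fitted over all genes before the fold filter, a setting chosen after the values were seen. Of the 234 shared genes, 139 went the same way with ZNF521 and SAG and 95 opposite ways. With the prior fitted over the filtered genes, it returned 264 of the 934, 268 of the 892 and 13 of the 234.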

Columns are labeled based on the respective experimental conditions.

**Figure S1. ZNF521 expression in medulloblastoma subgroups.**

1. Relative ZNF521 mRNA levels (expression array database - Tumor Medulloblastoma - Cavalli - 763 - rma_sketch - hugene11t) are compared in MB patients in the different subgroups: WNT (70 samples), SHH (223 samples), group 3 (144 samples) and group 4 (326 samples). For graphical representation and statistical comparison between the subgroups data (T-test of unpaired 2 tailed analysis) were transferred into Excel and the GraphPad prism version 5.03 program.
2. Trend lines are shown for the correlation of ZNF521 with GLI1,GLI2 and PTCH1 in the 763 samples of MBs.
3. ZNF521 is plotted against either GLI1,GLI2 or PTCH1 within the SHH subgroup of the MBs

**D.** ZNF521 is plotted against either GLI1,GLI2 or PTCH1 within the WNT subgroup of the MBs.

**Figure S2.**

**A-C. Diagrams for the GLI responsive luciferase reporters.** The *PTCH* promoter contains one consensus *GLI* binding site (GBS) at position -704-696bp (**A**). 

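PTCH1 has several annotated promoters, so that a distance depends on the transcript start from which it is counted. In hg38, counted from the start of PTCH1-201 at 95509266 on chromosome 9 and over 4300 bp upstream, the consensus GLI binding site named in the paper's introduction has 2 exact copies. The nearer lies at 95509430 to 95509438, 164 to 172 bp upstream, in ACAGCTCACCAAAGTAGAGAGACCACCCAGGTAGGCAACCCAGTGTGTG. The other lies at 95512514 to 95512522, 3248 to 3256 bp upstream and on the minus strand, in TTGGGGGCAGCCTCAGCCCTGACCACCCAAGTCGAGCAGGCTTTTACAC. Both fall inside longer PTCH1 transcripts and outside their exons. The cloned promoter of the PTCH-luc reporter was not used here, so that its coordinates were not matched to these copies.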

The 8x*Gli*-luc reporter plasmid contains eight GBSs interspersed by 22bp (**B**). The 12x*GLI*-luc plasmid contains 12 GBS closely positioned, in 3 groups of 4 (**C**).

**D-F. The synergistic transactivation of ZNF521 and GLI2, is promoted by the NuRD interacting N-terminal motif on ZNF521.** Cells were all transfected with *GLI2*, either with control vector (CTL) or with increasing concentrations of full length (FL) *ZNF521* or a construct lacking the first 12 amino acids (*ZNF521-ΔNBD*) and the 8x*Gli*-luciferase reporter (**D**).Cells were all transfected with plasmids expressing 3xHA-*GLI1* together with control vector (lane 1), Flag-*ZNF521*-FL (lane 2) or Flag-*ZNF521-ΔNBD* (lane 3) and IP carried out with FlagM2 antibody for ZNF521. Co-IP GLI1 was detected with anti-GLI1 antibody (**E)**. Cells were transfected with GLI2, either with control vector (CTL) or together with ZNF521 or ZNF521-ΔNBD. After 24h HDAC inhibitors, TSA, NaBt or VPA were added and the reporter activity measured at 48h and calculated as a fold activation of the 8x*Gli*-luc (**F**).

**Figure S3**. **Correlation between** **ZNF521 and *WNT* pathway genes in the MB subgroups.**

High expression of *ZNF521*, was detected in the *WNT* subgroup (expression array database - Tumor Medulloblastoma - Cavalli - 763 - rma_sketch - hugene11t). When the *WNT* genes were examined for correlations with *ZNF521* in the MB cases, only two genes *WNT5A* and *LEF1* showed a significant positive correlation (R=0.325, p=3.47e-20 and R=0.334, p=2.63e-21).

How the deposited data were processed for this re-analysis (not part of the article)

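RNA of DAOY cells was sequenced in 4 libraries, 1 each for CTL cells with DMSO, CTL cells with SAG, ZNF521 cells with DMSO and ZNF521 cells with SAG. The authors aligned paired reads to hg38 and counted them per gene with STAR 2.7.0e, as their processing notes give it, and divided the counts by 1 size factor per library from the median of ratios method of DESeq2. The signal values of the normalized table are thus counts that the authors divided by size factors before they deposited them. The deposited raw table holds whole counts of 20363 genes. The normalized table holds 19860 genes, since the 503 genes with a total count of 1 are missing from it, and the ratio of its values to the raw counts is 1 constant per library. The authors' size factors run from 0.887 to 1.19. The annotation, strand setting and read filters behind the counts are not stated in the paper's text.

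The 14970 genes with at least 10 counts in at least 2 libraries were tested with R 4.3.3 and edgeR 4.0.16 (TMM, glmQLFit and glmQLFTest), with treatment and ZNF521 as additive terms. P values were adjusted by Benjamini-Hochberg, with a threshold of 0.05, and the study's threshold of an unadjusted p of at most 0.05 was applied beside it. The model leaves 1 residual degree of freedom, which holds library noise and any interaction of the factors, and a prior of 11.7 degrees of freedom moderates the spread. Alternatives were edgeR's RLE factors, library size alone, no filter on low counts, a mean count of at least 50, DESeq2 1.42.0, limma 3.58.1 with a trend, no block, and each library left out in turn.

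The study's test in BRB-ArrayTools was rebuilt in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. Normalized counts were set to at least 1 and taken to log2, genes were kept when at least 25% of the values lay 1.5-fold or more from the gene's median, and a paired statistic with a random variance model was computed, with an inverse gamma prior fitted by maximum likelihood. The paper's text does not name the genes over which this prior was fitted. The filtered genes were used, and all genes in a setting added after the values were seen. No effect of either factor was simulated in 100 draws, with Poisson and with negative binomial counts for the rebuilt test and with negative binomial counts for edgeR.

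Gene lists of pathways, complexes, other cell types and RNA classes were written before the data were examined, some of them after single values had been seen in the paper's tables. In all, 39 lists had at least 3 tested members, and 78 tests were run by camera with a preset correlation of 0.01, adjusted over lists and comparisons. Of these, 26 passed, and none with an estimated correlation. One list of mitochondrially encoded genes had 0 tested members. Families of matrix genes and G protein-coupled receptors were tested among called genes by Fisher's exact test, two-sided, against the genes that could have been called, and in alternatives against all genes with any count and against 10000 random sets matched on mean count. The MSigDB collections that the study used were not used here.

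For a pair of libraries, the ratio of normalized counts is given with its exact 95% interval (Clopper-Pearson), and the median of a list is placed among 10000 random lists drawn from the same 20 bins of expression. Transcript GC content and length came from GENCODE for hg38, in which 19803 of the 20363 genes (97.2%) had a transcript. Named genes were chosen by a rule fixed before the data were examined: up to 10 genes in each direction and comparison with a mean normalized count of at least 50 and the same direction in both pairs, those past the adjusted threshold first and then those of smallest unadjusted p, the genes the paper names, and up to 4 members of each list named in the text. Results of some of these genes are not reported.

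The tests were checked on simulated data. Of 100 genes with a 2-fold change, edgeR recovered 82 for ZNF521 and 84 for SAG, and of 100 with a 4-fold change 99 and 97, with 9 and 10 false calls among 14970 genes. These rates need not hold in the data, since the adjustment eases as more genes are changed. For ZNF521, PCK1 (4.06-fold higher), THBS2 (2.23-fold lower) and ACVR1 (2.02-fold lower) did not pass (adjusted p of 0.0815, 0.178 and 0.381 from edgeR). For SAG, NPR3 (2.47-fold) and SLC8A3 (2.28-fold) did. Of 200 unchanged lists camera called 8 with the preset correlation in each comparison. RT-qPCR, chromatin immunoprecipitation, reporter assays and the tumour cohorts of the paper were not analysed here.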

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

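No test behind the values here was chosen after the results were seen.

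For 2 named genes the ratio of SAG to DMSO lay on opposite sides of 1 in the 2 kinds of cells, each beyond counting error, and with 1 library per condition the difference was not tested against replicates. The ratio of SAG to DMSO was 0.591 in CTL cells and 1.17 in ZNF521 cells for ACVR1, a receptor of bone morphogenetic proteins. It was 1.30 and 0.848 for HIST1H2BG, an H2B histone. The replication-dependent histone genes as a list went opposite ways too. Their median log2 ratio of SAG to DMSO was 0.49 in CTL cells and -0.16 in ZNF521 cells. The first value rests on CTL cells with DMSO, the library that stands apart, and this difference was not tested either.

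Some signals lie outside the genes that the paper discusses. Interferon-stimulated genes, which encode antiviral effectors, were higher in ZNF521 cells, with a median log2 ratio of 0.47 in DMSO and 0.20 in SAG, each above the central 95% of random lists. Replication-dependent histones were higher as well, at 0.73 in DMSO and 0.0585 in SAG. The larger value belongs to the pair that holds CTL cells with DMSO, the library that stands apart. A difference in the preparation of that library was not separated from an effect of ZNF521 on these genes. Target genes of BMP and TGF-beta signalling were lower, at -0.21 in DMSO and -0.11 in SAG. Against random lists matched on GC content as well, their median in DMSO lay at percentile 2.57, inside the central 95%. Random lists do not hold the correlation between genes. For ZNF521, each of these lists had an adjusted p of 0.884 from camera with an estimated correlation. That setting hardly detected a changed list in simulated data, so that it does not decide. Of the genes past the adjusted threshold for SAG in edgeR, the paper's text does not discuss HHIP (log2 fold change 3.09), MYOCD (2.98), PI15 (2.19), NPR3 (1.30) and SLC8A3 (1.19). No condition has the 4 or more libraries that a search for an outlying sample needs.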

How the results depend on the processing

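The rebuilt test with its prior over all genes was chosen only after the result was seen, and all other settings were fixed before. No group has a replicate, so that a fit with 1 library left out has no block and assumes that the lone library of a group varies like the others. Of 436 values of the 64 single-gene results under other settings, 360 kept direction and side of the threshold, 4 no longer passed it, 70 passed it anew and 2 turned. Of 248 values with 1 library left out, these numbers were 160, 6, 66 and 16. Both tallies leave out HHIP and MYOCD, whose lost calls are given below. Where no cause is named, the cause was not tested. Depth limits genes such as SHH, at normalized counts of 4.22 to 19.1.

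Against 1 gene for ZNF521 and 6 for SAG at an adjusted p under 0.05, no filter on low counts gave 100 and 223, limma-trend 68 and 196, and no block left 0 for SAG. With 1 library left out the counts ran from 0 to 2341 for ZNF521 (26 without CTL_DMSO, 2341 without CTL_SAG, 0 without ZNF521_DMSO, 0 without ZNF521_SAG) and from 3 to 4584 for SAG (67, 4, 4584 and 3 in the same order). At an unadjusted p, DESeq2 gave 167 for ZNF521, 424 for SAG and 34 for both, no filter 1259 for ZNF521 and 524 for both, limma-trend 476 for both, and no block 444 for ZNF521 and 7 for both. With 1 library left out these counts ran from 119 to 4159, from 348 to 6106 and from 28 to 300. In such fits the factors are no longer balanced, so that the effect of the other factor enters.

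In the rebuilt test, against 330, 357 and 24 genes, no fold filter gave 1065, 1067 and 234, a mean of at least 10 gave 118 and 136, an ordinary paired t statistic 204, 173 and 90, Benjamini-Hochberg adjustment 0, 0 and 0, and the prior over all genes 934, 892 and 234. Adding 1 to every value gave 15 shared genes. Of the gene list tests 26 passed, 0 with an estimated correlation and 16 to 22 with 1 library left out, new and turned calls included. Of the 26 calls, 7 kept their side and direction without CTL_DMSO, 19 without CTL_SAG, 18 without ZNF521_DMSO and 16 without ZNF521_SAG. Of the family tests 7 passed, 18 against all genes with any count and 8 against matched random sets.

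Without CTL_DMSO, 4 called lists turned, core matrix for ZNF521 and fibroblast genes, ribosomal proteins and histones for SAG. Among single genes, directions turned only for those that did not pass the adjusted threshold with all 4 libraries, and leaving out 1 library unbalances the vectors and treatments. For ZNF521, log2 fold changes turned without CTL_DMSO for GLI2 (0.0475), SMO (0.00056), SUFU (0.0053) and WNT5A (-0.0196), without CTL_SAG for GLI1 (1.29), and without ZNF521_DMSO for GLI1 (0.68) and PTCH1 (0.22). For SAG they turned without CTL_DMSO for ZNF521 (-0.50), GLI3 (0.0567), SHH (0.49) and GAPDH (-0.0042), without ZNF521_SAG for ZNF521 (-0.85) and SHH (0.21), without CTL_SAG for HDAC1 (-0.0355) and LEF1 (-0.04), without ZNF521_DMSO for LEF1 (-0.20), and for HDAC1 also with library size only (-0.00049) and over genes with a mean count of at least 50 (-0.0044). ZNF521 lost its call without either ZNF521 library, NPR3 and SLC8A3 theirs without either SAG library, and HHIP its without ZNF521_SAG. All 6 genes called for SAG lost theirs without the block. In the normalized counts of these genes, each library with the vector or with SAG was by itself above both libraries without it. Many other values kept their direction and moved past the threshold or more than 1.5-fold. Among those for ZNF521 were, without CTL_SAG, GLI2 (-0.69), SMO (-0.38), SUFU (-0.78) and WNT5A (0.28), and, without ZNF521_SAG, GLI1 (-2.18) and PTCH1 (-0.74). Among those for SAG were, without ZNF521_DMSO, ZNF521 (0.996) and GLI3 (-1.06), without CTL_SAG SHH (-1.56), without ZNF521_SAG HDAC1 (0.0704) and without CTL_DMSO LEF1 (0.34).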

Differences from the paper's values

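The rebuilt paired test with its prior on the variances fitted over all genes was chosen only after the result was seen, as was the overlap of simulated draws relative to its expected size.

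For ZNF521, the paper's 934 genes compare with 330 in the rebuilt paired test at the paper's stated threshold and filters. That count has the prior fitted over the filtered genes, a choice that the paper's text does not state. Of the alternatives set before the data were examined, no fold filter gives a number within 1.5 times of the paper's (1065), and it includes all genes of the paper's table. The others do not: 1 added to every value (307), a mean of at least 10 (118), an ordinary paired t statistic (204), limma's moderated test (339) and Benjamini-Hochberg adjustment (0). For SAG, the paper's 892 genes compare with 357, and again no fold filter is within 1.5 times (1067) while the others are not (285, 136, 173, 363 and 0 in the same order). For the genes in both sets, the paper's 234 compare with 24, no fold filter gives 234, and the others give 15, 24, 90, 26 and 0. The prior fitted over all genes, with the fold filter after it, gives 934, 892 and 234, was chosen after the values were seen, and drops 0 of the paper's genes.

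The paper states that the overlap of these sets is significant by a hypergeometric test. With the prior fitted over the filtered genes, an exact hypergeometric test over the 6511 genes that pass the fold filter gave p = 0.0934. The overlap of 24 was above every one of 100 draws with no effect (at most 13 for Poisson and 18 for negative binomial counts), which called fewer genes, and its ratio to the expected size, 1.33, was reached by 1 of 100 Poisson and 7 of 100 negative binomial draws. Under the alternatives set before the data were examined the same exact test gave values on both sides of 0.05: 1 added (0.401), no fold filter (3.50e-83), a mean of at least 10 (1.81e-08), the ordinary paired t statistic (8.20e-96), limma's moderated test (0.0591) and Benjamini-Hochberg adjustment (1). The prior over all genes, chosen after the values were seen, gives 2.75e-24 and drops 0 of the paper's genes. In that setting the ratio of the overlap to its expected size, 1.83, was reached by 100 of 100 Poisson and 0 of 100 negative binomial draws.

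By edgeR, the paper's 892 genes for SAG compare with 1697 at the same unadjusted threshold but without the paper's fold filter. All alternatives of that count set before the data were examined differ as well: RLE factors (1719), library size only (1681), no filter on low counts (2196), a mean count of at least 50 (1455), DESeq2 (424), limma-trend (2080), no block (1404), and leaving out CTL_DMSO (2191), CTL_SAG (348), ZNF521_DMSO (6106) or ZNF521_SAG (405).

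The paper states from RT-qPCR in DAOY cells (Fig. 1b, c) that enforced ZNF521 raises GLI1 and PTCH1 mRNA. In the RNA-Seq libraries the ratio of ZNF521 to CTL cells in DMSO was 0.587 for GLI1 (exact 95% interval 0.394 to 0.865). For PTCH1 it was 0.644 (0.554 to 0.747), so that the bounds nearest to a rise are 0.865 and 0.747. These intervals cover counting error only. The log2 ratio of GLI1, -0.76, lies inside the central 95% of genes of similar mean count, -0.78 to 0.75. Whether the sequenced control carried the control vector of Fig. 1 is not settled. In SAG the ratios were 0.983 (0.841 to 1.15) and 1.10 (0.976 to 1.24). ZNF521 itself was higher in both, at 2.82 (2.59 to 3.08) and 2.76 (2.53 to 3.01), and the rise of GLI1 with SAG, which the paper also states, was present in both kinds of cells. The paper states that ZNF521 strengthens the response to SAG. GLI1 rose by 4.29 in CTL cells and 7.19 in ZNF521 cells, a larger ratio from a lower start, with overlapping exact intervals. Such an overlap does not test the difference. For PTCH1 the log2 ratio of SAG to DMSO was 0.17 in CTL cells and 0.94 in ZNF521 cells. This was also a larger rise from a lower start, and its exact intervals do not overlap. With 1 library per condition, neither difference was tested against replicates.

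The paper places the GLI1 distal primers further upstream of the gene than the 430 to 623 bp found here from the start of GLI1-201. It places the GLI1 proximal primers upstream of the gene, where they were found from 1 bp upstream to 235 bp downstream of that start. Counted from the start of GLI1-206 and GLI1-207 at 57460135, the proximal product, which ends at 57460020, lies upstream as the paper has it. It places a consensus GLI binding site of PTCH at a distance between those of the 2 exact copies found here, 164 to 172 and 3248 to 3256 bp upstream of the start of PTCH1-201. These distances depend on the transcript start, and the sequence of the cloned promoter was not used here.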

Other observations

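The tests of the counting error of GLI1, of swapped labels and of a Hedgehog response switched on by ZNF521 were chosen only after the result was seen, as were the prior over all genes and the weighing of negative binomial beside Poisson draws and of calls relative to the number of genes tested.

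Interferon-stimulated genes were higher in ZNF521 cells in both treatments. Of 26 interferon-stimulated genes, 25 had a log2 fold change above 0 for ZNF521 (median 0.32, 10 higher at an unadjusted p of at most 0.05, adjusted p = 5.98e-12 from camera, adjusted p = 0.884 with an estimated correlation), among them IFIT1 (0.63), MX2 (0.48), IFI44L (0.51) and IFI6 (0.48). They were higher in both pairs of libraries, 24 of 26 in DMSO and 21 of 26 in SAG, and the call held with each library left out. An effect of transduction on these genes was not separated, since which control was sequenced is not settled. Of 16 inflammatory cytokines and NF-kB targets, 13 were higher (median 0.24, adjusted p = 0.00221 from camera, adjusted p = 0.884 with an estimated correlation), with IL6 (1.14), CCL20 (0.89), CXCL5 (0.90) and PTGS2 (0.42). Their median log2 ratio of ZNF521 to CTL cells was 0.57 in DMSO and -0.0529 in SAG, with 7 of 16 higher in SAG, and the adjusted p was 0.218 without CTL_DMSO, 0.0761 without ZNF521_DMSO and 0.132 over genes with a mean count of at least 50. Of 15 targets of BMP and TGF-beta signalling, 12 were lower (median -0.20, adjusted p = 0.0294 from camera, adjusted p = 0.884 with an estimated correlation), with PMEPA1 (-0.62), a feedback inhibitor, and LTBP2 (-0.31). The adjusted p of this list was 0.396 without CTL_DMSO, 0.0505 without CTL_SAG, 0.285 without ZNF521_SAG and 0.0547 with no filter on low counts. Of 23 genes of cholesterol synthesis, 20 were lower with ZNF521 (median -0.14, adjusted p = 0.00638 from camera, adjusted p = 0.884 with an estimated correlation), with LSS, which closes the sterol ring, at -0.33 and DHCR7, a sterol reductase, at -0.28, and the adjusted p was 0.578 without CTL_SAG and 0.265 without ZNF521_DMSO. ZNF423, the closest paralog of ZNF521, was at -0.59 and was the 1 gene of its list of 13 zinc finger and EBF partners to pass when adjusted over the list alone.

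With SAG, genes of cholesterol synthesis were higher, 17 of 23 (median 0.10, adjusted p = 0.0189 from camera, adjusted p = 0.884 with an estimated correlation), with STARD4 (0.63), MSMO1 (0.44) and SC5D (0.43), and the adjusted p was 0.405 without CTL_SAG and 0.493 without ZNF521_DMSO. Of 34 genes of the cell cycle and mitosis, 27 were higher (median 0.14, adjusted p = 0.0172 from camera, adjusted p = 0.884 with an estimated correlation), with CDK1 (0.68), KIF11 (0.48) and TOP2A (0.46), and 0.0514 without CTL_SAG. Genes of hypoxia and glycolysis were higher in 18 of 21 (median 0.15, adjusted p = 0.042 from camera, adjusted p = 0.884 with an estimated correlation), a call that ended without CTL_SAG (0.0661), without ZNF521_DMSO (0.175), without ZNF521_SAG (0.101), over genes with a mean count of at least 50 (0.0896) and by limma-trend (0.0599). Of 12 WNT ligands, 10 were lower with SAG (median -0.33) and 10 with ZNF521 (-0.29), with adjusted p of 0.0154 and 0.0313 from camera and adjusted p = 0.884 for each with an estimated correlation, and 0.346 and 0.697 without CTL_DMSO, 0.154 and 0.61 without ZNF521_SAG, 0.253 for SAG without ZNF521_DMSO and 0.116 for ZNF521 without CTL_SAG. Both calls also ended by DESeq2 (0.0744 and 0.123), over genes with a mean count of at least 50 (0.162 and 0.236) and with no filter on low counts (0.174 and 0.0556). WNT6 was at -1.65 for SAG. Zinc finger and EBF partners were lower in 12 of 13 with SAG (median -0.19, adjusted p = 0.0222 from camera, adjusted p = 0.884 with an estimated correlation, and 0.866 without CTL_DMSO and 0.116 without CTL_SAG).

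Of the lists of other cell types, fibroblast and mesenchymal genes were lower with ZNF521, 13 of 18 (median -0.21, adjusted p = 0.000916 from camera, adjusted p = 0.884 with an estimated correlation), and with SAG, 12 of 18 (median -0.18, adjusted p = 0.0258 from camera, adjusted p = 0.884 with an estimated correlation), with PDGFRB, COL3A1 (-0.65) and COL6A1 (-0.52) for ZNF521. Without CTL_DMSO the adjusted p was 0.697 and 0.915, the latter with the direction turned, and for SAG it was 0.0655 without ZNF521_SAG and 0.0847 without the block. Neuronal genes were lower with SAG in 12 of 14 (median -0.27, adjusted p = 0.0294 from camera, adjusted p = 0.884 with an estimated correlation), and the adjusted p was 0.178 without CTL_DMSO, 0.293 without ZNF521_DMSO, 0.709 over genes with a mean count of at least 50, 0.089 by DESeq2 and 0.0635 with no filter on low counts. Blood cell genes had 2 tested members, and the lists of glial, endothelial and epithelial cells did not pass. Of the RNA classes, replication-dependent histones were higher with ZNF521 in 58 of 59 (median 0.36, adjusted p = 7.74e-26 from camera, adjusted p = 0.884 with an estimated correlation) and with SAG in 48 of 59 (median 0.14, adjusted p = 0.0189 from camera, adjusted p = 0.884 with an estimated correlation), the latter turned without CTL_DMSO (1.15e-15), at 0.171 without ZNF521_SAG and at 0.0847 without the block. Ribosomal proteins were higher in 76 of 83 with ZNF521 (median 0.13, adjusted p = 1.36e-06 from camera, 0.915 without CTL_DMSO) and in 65 of 83 with SAG (median 0.09, adjusted p = 0.00416 from camera, turned without CTL_DMSO), each with adjusted p = 0.884 with an estimated correlation. Small nucleolar RNAs were higher in 57 of 85 with ZNF521 (median 0.13, adjusted p = 0.00143 from camera, adjusted p = 0.884 with an estimated correlation, 0.0753 without CTL_DMSO).

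With the prior over all genes, the rebuilt paired test calls 934 genes for ZNF521, 892 for SAG and 234 for both. By the number of calls, counting noise alone is argued against. In this setting 100 draws of Poisson counts with no effect gave at most 612 and 607 calls for ZNF521 and SAG. In the setting fixed before they gave at most 229 and 254 against 330 and 357. These draws had a median of 4303.5 genes past the fold filter against 6511. As a share of such genes, the calls in the setting fixed before (5.07% and 5.48%) were reached by 5 and 7 of 100 Poisson draws. By share, counting noise thus stays open in the setting fixed before. With the prior over all genes, the shares of 14.345% for ZNF521 and 13.7% for SAG were reached by 0 and 3 of 100 Poisson draws. The highest draw for ZNF521, 14.343%, lay just under the share in the data. By share the settings thus go both ways for counting noise. Variation between libraries stays open too, since negative binomial draws gave at most 865 and 872 calls but from a median of 4858.5 genes past the fold filter. As a share of these genes the calls with the prior over all genes (14.3% and 13.7%) were below every such draw. For the overlap the draws go both ways: 16 of 100 Poisson draws reached 234 (up to 257) and 0 of 100 negative binomial draws did (up to 232), and in the setting fixed before 0 of 100 draws of either kind reached 24 (up to 13 and 18), though 7 negative binomial draws reached its ratio to the expected size, so that noise and the residual shared by both tests stay open for it. Of the 234 genes, 59.4% moved the same way, above the 45.0% and 47.8% that the Poisson and the negative binomial draws reached. In the setting fixed before, 62.5% of the 24 shared genes did. That share was reached by 11 of 100 Poisson and 5 of 100 negative binomial draws, so that the settings go both ways. A common direction of ZNF521 and SAG may be part of the overlap. Since CTL cells with DMSO are the reference of both comparisons, a deviation of that library stays open as another source.

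GLI1 was lower in ZNF521 than in CTL cells with DMSO. The upper bound of the exact 95% interval of the ratio, 0.865, argues against counting error as the cause. Swapped labels of these libraries are argued against by ZNF521 itself, whose ratio has a lower bound of 2.59. A general deviation of the CTL_DMSO library stays open, since the log2 ratio of GLI1, -0.76, lies at percentile 2.80 of 1894 genes of similar mean count, inside their central 95% of -0.78 to 0.75. A lower GLI1 level in ZNF521 cells with DMSO is thus a hypothesis that these libraries cannot separate from that deviation.

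CTL cells with DMSO stand apart from the other libraries, with an SD of 0.273 of the log2 deviations. Their deviations follow the GC content of transcripts (Spearman correlation 0.646 across genes, which are not independent replicates), from a median of -0.28 in the fifth of lowest GC content to 0.15 in the fifth of highest. After the GC trend was removed the SD was 0.214, still above the 0.121 of the next library, so that GC content, which takes 38.5% of the variance, is argued against as the whole cause, as is transcript length, after which the SD was 0.27. A Hedgehog response to ZNF521 in DMSO as large as that to SAG is argued against in the 6 genes raised by SAG. Their median log2 ratio of ZNF521 to CTL cells in DMSO was -0.12. For each, the upper bound of that ratio lay below the lower bound for SAG in CTL cells. The bounds were 0.865 against 3.32 for GLI1 and 2.83 against 3.16 for HHIP. These genes were chosen by their rise with SAG in the same libraries, and the bounds cover counting error only. A weaker or partial response stays open. A difference in library preparation or culture of the lone CTL sample with DMSO, and an effect common to ZNF521 and SAG in other genes, may both remain and were not tested. The deviations of the SAG libraries followed GC content too, with Spearman correlations of -0.619 in CTL and -0.719 in ZNF521 cells. In ZNF521 cells with DMSO the correlation was 0.133. SAG thus went with GC content in both kinds of cells.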
